# SPaRTAN, a computational framework for linking cell-surface receptors to transcriptional regulators

**DOI:** 10.1093/nar/gkab745

**Published:** 2021-09-09

**Authors:** Xiaojun Ma, Ashwin Somasundaram, Zengbiao Qi, Douglas J Hartman, Harinder Singh, Hatice Ulku Osmanbeyoglu

## Abstract

The identity and functions of specialized cell types are dependent on the complex interplay between signaling and transcriptional networks. Recently single-cell technologies have been developed that enable simultaneous quantitative analysis of cell-surface receptor expression with transcriptional states. To date, these datasets have not been used to systematically develop cell-context-specific maps of the interface between signaling and transcriptional regulators orchestrating cellular identity and function. We present SPaRTAN (Single-cell Proteomic and RNA based Transcription factor Activity Network), a computational method to link cell-surface receptors to transcription factors (TFs) by exploiting cellular indexing of transcriptomes and epitopes by sequencing (CITE-seq) datasets with cis-regulatory information. SPaRTAN is applied to immune cell types in the blood to predict the coupling of signaling receptors with cell context-specific TFs. Selected predictions are validated by prior knowledge and flow cytometry analyses. SPaRTAN is then used to predict the signaling coupled TF states of tumor infiltrating CD8^+^ T cells in malignant peritoneal and pleural mesotheliomas. SPaRTAN enhances the utility of CITE-seq datasets to uncover TF and cell-surface receptor relationships in diverse cellular states.

## INTRODUCTION

The reciprocal interplay between complex signaling inputs and transcriptional responses dictate the generation of distinct cell types and their specialized functions. Dysregulation of this interplay leads to the development and progression of disease, most clearly delineated in the context of certain cancers, chronic infections and autoimmune diseases. Understanding these dynamic programs at the single-cell level represents a formidable challenge. Emerging single-cell genomic technologies (1–4) provide a transformative platform to characterize, in a comprehensive and unbiased manner, the full range of cell types and their genomic programming in health and disease.

The computational prediction of gene regulatory programs based on single-cell genomic datasets is a relatively new field. There is still a large methodological gap between generating single-cell datasets and delineating cell-specific regulatory programs orchestrating cellular identity and function. Early gene regulatory program inference methods use single-cell RNA-seq (scRNA-seq) data alone or in combination with TF motifs in annotated promoter regions (5–9). These methods primarily depend on co-expression of TFs and their potential target genes (6) and thus are not suitable for many TFs whose transcripts are expressed at low levels or whose activities are post-transcriptionally regulated. Moreover, co-expression may not always imply co-regulation. With the recent availability of single-cell epigenomic datasets, the tools of regulatory genomics are being applied to infer TFs associated with accessible chromatin regions (10) at both promoter-proximal as well as distal regions and in turn with gene expression (11). However, these approaches do not comprehensively consider the relationships between signaling systems (e.g. from proteomic data) and transcriptional states of individual cells. Recent breakthroughs in single-cell genomics have linked single-cell gene expression data with quantitative protein measurements using index sorting (12) and barcoded antibodies (1,2), in particular *cellular indexing of transcriptomes and epitopes by sequencing* (CITE-seq) (1). CITE-seq adds a step in which barcoded antibodies—a second set of barcodes—are incubated with the single-cell suspension into droplet based scRNA-seq protocol. These barcodes, which have polyA tails, are then linked to the barcodes from beads at the same time mRNAs are linked. Reads containing barcodes associated with each bead are separated by cell. Then, reads that align to transcripts are used to quantify mRNA levels while those from barcoded antibodies (antibody-derived tags (ADTs)) are used to quantify protein levels. To date, the datasets generated by this powerful platform have not been used to link the expression of cell surface proteins, for example, signaling receptors, with the activities of TFs and gene expression programs in individual cells.

Here, we describe a computational framework for exploiting single-cell proteomic (scADT-seq) and corresponding single-cell transcriptomic (scRNA-seq) datasets, both obtained using CITE-seq, to link expression of surface proteins with inferred TF activities. Our framework, SPaRTAN (**S**ingle-cell **P**roteomic **a**nd **R**NA based **Tr**anscription factor **A**ctivity **N**etwork), advances our prior algorithmic approach based on bulk tumor datasets (13–15). SPaRTAN model views expression of surface proteins (ADT counts) as a proxy of their activities; signaling emanating from these proteins converges on particular TFs, whose activities, in turn, regulate the expression of their target genes (Figure 1). More specifically, we use a regularized bilinear regression algorithm called affinity regression (AR) (16) to learn a cell-type specific interaction matrix between upstream cell-surface receptor proteins and downstream TFs that predicts target gene expression. The trained SPaRTAN model can then infer the TF activity given a cell's surface protein expression profile or infer the cell-surface receptor expression given a cell's gene expression profile. We apply and experimentally test SPaRTAN using CITE-seq datasets from peripheral blood mononuclear cells (PBMCs) and then illustrate its broader utility by predicting signaling coupled TF activities in tumor infiltrating CD8^+^ T cells in the context of malignant peritoneal and pleural mesothelioma.

**Figure 1.**
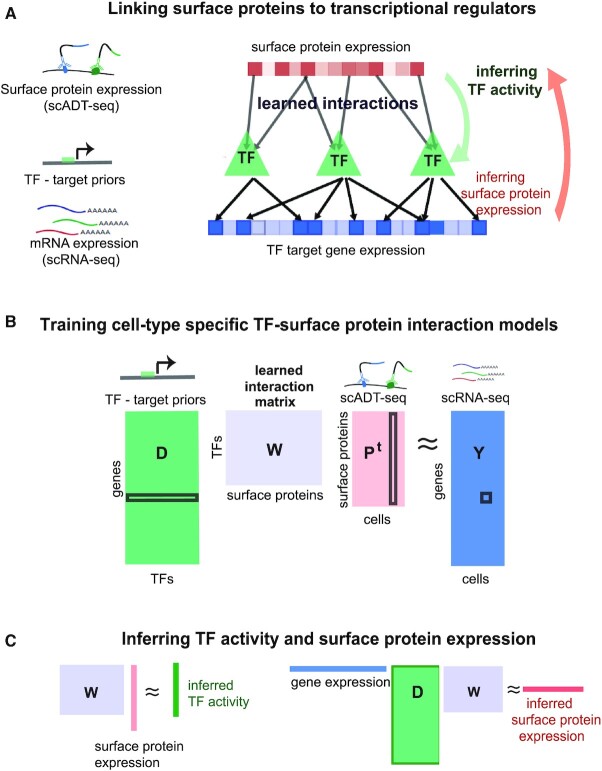
Integrative computational model linking cell-surface receptors to transcriptional regulators—application to peripheral blood mononuclear cells (PBMC). (**A**) Our integrative model (SPaRTAN, Single-cell Proteomic and RNA based Transcription factor Activity Network) utilizes single-cell multi-omics data from cellular indexing of transcriptomes and epitopes by sequencing (CITE-seq) datasets and infers the flow of information from cell-surface receptors to transcription factors (TFs) to target genes by learning interactions between cell surface receptors and TFs that best predict target gene expression. (**B**) SPaRTAN trains on mRNA and surface protein expression data from a set of cells, along with curated TF target-gene interactions, to learn a model that links upstream signaling to downstream transcriptional response. Specifically, the algorithm learns a weight matrix **W** between cell-surface proteins and TFs that predicts gene expression (**Y**) from cell-specific surface protein levels (**P**) and TF target-gene interactions (**D**) by solving the bilinear regression problem shown. (**C**) Using the trained interaction matrix (**W**), one can predict TF activities from the cell surface protein expression profile, or protein activities from the cellular mRNA expression data and the TF-target gene hit matrix.

## MATERIALS AND METHODS

### Data and preprocessing

CITE-seq data for 5k (Chemistry v3), 5k (Nextgen) PBMC obtained from 10x Genomics website (Supplementary Table S1). A total of ∼5000 cells from a healthy donor were stained with 29 TotalSeq-B antibodies, including CD3, CD4, CD8a, CD11b, CD14, CD15, CD16, CD19, CD20, CD25, CD27, CD28, CD34, CD45RA, CD45RO, CD56, CD62L, CD69, CD80, CD86, CD127, CD137, CD197, CD274, CD278, CD335, PD-1, HLA-DR and TIGIT. Cell-matched scRNA-seq data are available. To further evaluate the validity of our method, we also generated an in-house CITE-seq dataset of human malignant peritoneal and pleural mesothelioma under IRB approval from the University of Pittsburgh. Cells were stained with TotalSeq-C from BioLegend and are prepared using the 10x Genomics platform with Gel Bead Kit V2 (as described below). Forty-six surface markers are measured for every cell: adt-CD274 (B7-H1, PD-L1), adt-CD273, adt-CD30, adt-CD40, adt-CD56, adt-CD19, adt-CD14, adt-CD11c, adt-CD117, adt-CD123, adt-CD194 (CCR4), adt-CD4, adt-CD25, adt-CD279, adt-TIGIT, adt-CD20, adt-CD195 (CCR5), adt-CD185 (CXCR5), adt-CD103 (Integrin αE), adt-CD69, adt-CD62L, adt-CD197, adt-CD161, adt-CD152 (CTLA-4), adt-CD223 (LAG-3), adt-CD27, adt-CD95, adt-CD134 (OX40), adt-HLA-DR, adt-CD1c, adt-CD11b, adt-CD141, adt-CD314, adt-CD66b, adt-CD366, adt-CD278, adt-CD39, adt-KLRG1, adt-CD137, adt-CD254, adt-CD357, adt-CD28, adt-CD38, adt-CD127 (IL-7Rα), adt-CD15 and adt-TCRVdelta2.

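The antibodies against PD-1, TIGIT, TIM-3 and ICOS separated cell types far more widely in the MPeM library than in the MPM library. PD-1 (CD279), the inhibitory receptor blocked by checkpoint antibodies, had a median of 467 counts per cell in MPeM CD8+ T-like cells, 62 in regulatory T-like cells, 8 in macrophages and 4 in both NK-like and B-like cells, which serve as background. The larger cluster of these cells has PDCD1 RNA among its leading genes, and the 406 cells outside the PD-1-high cluster of a per-cell gate on CD8 RNA had a median of 12. In MPM its median was 15 counts in CD8+ T-like cells, 24 in regulatory T-like cells, 10 in macrophages and 7 in mesothelial or tumor cells. TIGIT, an inhibitory receptor of T and NK cells, had a median of 34 counts in MPeM CD8+ T-like cells against 3 in B-like cells. In MPM the TIGIT median was 5 in CD8+ T-like cells, in NK-like cells and in mesothelial or tumor cells, so it was not detectable above the level of the last. The CD8+ T-like cells had medians of 677 ADT counts in MPM and 2595 in MPeM. Whether the lower antibody depth hides a signal in MPM was not tested. TIM-3 (CD366), an inhibitory receptor also carried by myeloid cells, stood at 37 counts in MPeM CD8+ T-like cells, 41 in macrophages and 3 in B-like cells. In MPM it stood at 8 counts in CD8+ T-like cells, 36 in macrophages and 9 in mesothelial or tumor cells. ICOS (CD278), a costimulatory receptor, was highest in the regulatory T-like cells among the cell types compared in both tumors, with 341.5 counts in MPeM and 41 in MPM, and reached 67.5 counts in the MPeM and 12 in the MPM CD8+ T-like cells.
Cell types were named from clusters of RNA. In MPM the median of CD14, a co-receptor of monocytes and macrophages, was 296 in macrophages, that of CD56 was 64 in NK-like cells and 4 in CD8+ T-like cells, and that of CD4 was 171.5 in regulatory T-like cells and 10 in CD8+ T-like cells. The MPM regulatory T-like cells also carried myeloid proteins, with medians of 121.5 for CD14, 130.5 for CD11b, 106 for CD11c and 347.5 for HLA-DR, against 8, 15, 11 and 27 in CD8+ T-like cells. The deposited matrices hold counts for 52 antibodies in MPM and 48 in MPeM. Those outside the 46 named markers were CD45RA, CD133, CD81, CD304, CD206 and CD107a in MPM, and the antibodies against the alpha/beta T cell receptor and CD45 in MPeM, which summed to only 36 and 1966 counts over all kept cells. Neither panel holds an antibody against CD3 or CD8.

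**Figure D1:**
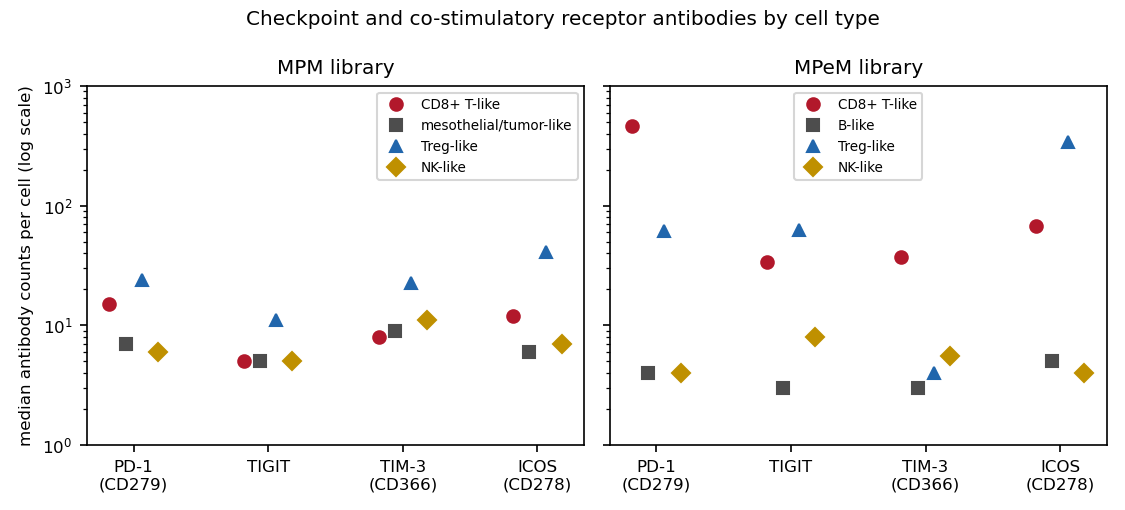
Median ADT counts per cell (log axis) of PD-1, TIGIT, TIM-3 and ICOS in CD8+ T-like cells, in mesothelial or tumor cells (MPM) or B-like cells (MPeM), in regulatory T-like cells and in NK-like cells; each point is the median of one cell type of one library. PD-1 reaches 467 counts in MPeM CD8+ T-like cells, of which the larger cluster has PDCD1 among its leading genes, and 15 in MPM CD8+ T-like cells.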

Normalization and initial explanatory analysis of CITE-seq datasets were performed using the Seurat R package version 3.1.5 (17). During quality control, we excluded cells with <300 and >5000 expressed genes, the latter to avoid doublets. Antibody-derived tags (ADTs) for each cell were normalized using a centered log ratio (CLR) transformation across cells. We performed log-normalization for all scRNA-seq datasets using a size factor of 10,000 molecules for each cell. Seurat ‘FindClusters’ was applied to the first 50 principal components, with the resolution parameter set to 1. Cell labels were assigned using marker genes’ protein and gene expression levels.

To construct the TF–target gene prior matrix, we downloaded a gene set resource containing TF target–gene interactions from DoRothEA (18). Those interactions were curated and collected from different types of evidence such as literature curated resources, ChIP-seq peaks, TF binding site motifs, and interactions inferred directly from gene expression. This TF–target gene prior matrix (**D**) defines a candidate set of associations between TFs and target genes. Further, we filtered TFs that were not expressed across all cell-types. Processed data files have also been made available at the supplementary website for the paper (see URLs).

### Tissue processing of malignant mesothelioma

Tumor samples were washed in RPMI containing antibiotics such as amphotericin B and penicillin–streptomycin for 30 min followed by mechanical and enzymatic digestion and further passage via a 100 μm filter. Isolated tumor infiltrating lymphocytes (TIL) were then washed in RPMI media twice, and stained with aforementioned TotalSeqC antibodies, and CD45-PE, EpCAM, and cell viability dyes. After washing, immune cells were sorted based on CD45 and utilized for sequencing library preparation.

### Simultaneous protein and transcriptomic single cell profiling of malignant mesotheliomas via CITE-seq

Combined surface protein and mRNA expression single cell analysis was performed using CITE-seq methodology as previously described (1).

Generation of scRNAseq libraries: Live CD45^+^, EpCAM^–^ cells (i.e. all immune cells) and live EpCAM^+^ (tumor cells) were sorted from tumor tissue. Single-cell libraries were generated utilizing the chromium single-cell 5′ Reagent (V2 chemistry). Briefly, sorted cells were resuspended in PBS (0.04% BSA; Sigma) and then loaded into the 10× Controller for droplet generation, targeting recovery of 5000 cells per sample. Cells were then lysed and reverse transcription was performed within the droplets and cDNA was isolated and amplified in bulk with 12 cycles of PCR. Amplified libraries were then size selected utilizing SPRIselect beads, and adapters were ligated followed by sample indices. After another round of SPRIselect purification, a KAPA DNA Quantification PCR determined the concentration of libraries. The supernatant after first SPRIselect beads, containing ADTs, was used to generate an ADT library.

Sequencing of single-cell libraries: Libraries were diluted to 2nM and pooled for sequencing by NextSeq500/550 high-output v2 kits (UPMC Genomic Center) for 150 cycles (parameters: Read 1: 26 cycles; i7 index: 8 cycles, Read 2: 98 cycles). The prepared assay is subsequently sequenced on a NextSeq500/550 with a depth of 50K reads per cell. Raw sequence data were processed via CellRanger 3.0 (10× Genomics) and aligned to GRCh38 to generate UMI matrix for the downstream analysis. Cell barcodes with fewer than 3 UMI counts in 1% of cells were removed.

### Training cell-type specific SPaRTAN models

We trained cell-type specific SPaRTAN models using an affinity regression (AR) algorithm for efficiently solving a regularized bilinear regression problem (13,16), defined here as follows. For a data set of M cells profiled using scRNA-seq across N genes, we let **Y** ∈ R^NxM^ be the log-normalized gene expression matrix where each column of **Y** corresponds to a cell. We defined each gene's TF attributes in a matrix **D** ∈ R^NxQ^, where each row represents a gene and each column is a binary vector representing the target genes of a TF. We used curated TF target-gene interactions (**D**) (18) to determine the set of TFs that potentially regulate each gene. We defined the cell surface protein attributes of cells as a matrix **P** ∈ R^MxS^ where each row represents a cell and each column represents log-normalized surface protein expression profile for the cell based on scADT-seq. To improve computational stability, columns of **P**, **Y** and **D** were all normalized to have a unit norm before training. Next, we set up a bilinear regression problem to learn the weight (interaction) matrix **W** ∈ R^QxS^ between TFs and cell surface proteins that predicts TF-target gene expression by

(1) }{}$$\begin{equation*}{{\bf DW}}{{{\bf P}}^{\rm{T}}} \sim {{\bf Y}}.\end{equation*}$$

An illustration of the model is given in Figure 1B. To find the optimal solution of the Equation (1) that has the minimal residual, one can solve the following optimization problem:

(2) }{}$$\begin{equation*} {\rm{argmi}}{{\rm{n}}_{\rm{W}}} \Vert {{{\bf DW}}{{{\bf P}}^{\rm{T}}} - {{\bf Y}}} \Vert _2^2 \end{equation*}$$

where **D**, **P** and **Y** are known. For the ease of computation, we transformed the system to an equivalent linear system of equations by reformulating the matrix products as Kronecker products:

(3) }{}$$\begin{equation*}{{\bf DW}}{{{\bf P}}^{\rm{T}}} \approx {{\bf Y}} \Leftrightarrow ({{\bf P}} \otimes {{\bf D}}){\rm{ vec}}\left( {{\bf W}} \right) \approx {\rm{vec}}\left( {{\bf Y}} \right)\end{equation*}$$

where ⊗ is a Kronecker product, and vec(.) is a vectorizing operator that stacks a matrix and produces a vector, yielding a standard (large-scale) regression problem. Since the number of samples (cells) and features (genes) is large, we reduced Equation (3) to a smaller system of equations by left-multiplication of by **Y**^T^:

(4) }{}$$\begin{equation*}{{{\bf Y}}^{\rm{T}}}{{\bf DW}}{{{\bf P}}^{\rm{T}}} \approx {{{\bf Y}}^{\rm{T}}}{{\bf Y}} \Leftrightarrow ({{\bf P}} \otimes {{{\bf Y}}^{\rm{T}}}{{\bf D}}){\rm{ vec}}\left( {{\bf W}} \right) \approx {\rm{vec}}({{{\bf Y}}^{\rm{T}}}{{\bf Y}})\end{equation*}$$

and the corresponding unregularized optimization problem has form below:

(5) }{}$$\begin{equation*} {\rm{argmi}}{{\rm{n}}_{\rm{W}}}\big( \Vert {{\rm{vec}}\left( {{{{\bf Y}}^T}{{\bf Y}}} \right) - {{\bf P}} \otimes {{{\bf Y}}^T}{{\bf D}}\big){\rm{vec}}\left( {{\bf W}} \right)} \Vert_2^2 \end{equation*}$$

The multiplication in Equation (4) creates a new output space as products **Y**^T^**Y**, which effectively measures the distance between the gene expression profiles of all pairs of cells. Pelossof *et al.* (16) has shown this compressed affinity regression reduces a large-scale problem to a very compact approximate problem and effectively learns a model **W** that predicts the similarity between any pairs of samples.

To avoid overfitting, we added additional regularizes to Equation (5):

(6) }{}$$\begin{eqnarray*} && {\rm{argmin}}{_{\rm{W}}}\left( \Vert {{\rm{vec}}\left( {{{{\bf Y}}^T}{{\bf Y}}} \right) - {{\bf P}} \otimes {{{\bf Y}}^T}{{\bf D}}){\rm{vec}}\left( {{\bf W}} \right)} \Vert_2^2 \right. \nonumber \\ && \quad \left. +\, {\lambda _2}\Vert { {{\bf W}} \Vert_2^2 + {\lambda _1} \Vert {{\bf W}}} \Vert{_1} \right) \end{eqnarray*}$$

We further reduced the dimension for larger CITE-seq datasets by subjecting the feature matrix **P** to singular value decomposition prior to training. Full details and a derivation of the reduced optimization problem are provided elsewhere (16). We fit the elastic-net regression model using the SLEP MATLAB package and evaluated performance with 5-fold cross-validation.

We used the trained **W** to obtain different views of a CITE-seq data set: to infer the TF activities in each cell, we right-multiply the surface protein expression profiles through the model by **WP**^T^; to infer protein activities in each cell, we left-multiply the gene expression profile and TF target-gene interaction matrix through the model by **Y**^T^**DW** (Figure 1C). We refer to these operations as ‘mappings’ onto the TF space and the surface protein space, respectively.

### Significance analysis for TF activities

To assess the statistical significance of the inferred TF activities obtained from the model via the **WP**^T^ mapping, we developed an empirical null model as follows. First, we generated random permutations of the gene expression profiles **Y** for each cell type. For each permuted **Y** response matrix, we trained an AR model using true **D** and **P** input matrices and computed the corresponding inferred TF activities via the **WP**^T^ mapping. Using this permutation and model fitting procedure 5000 times, we generated an empirical null model for activity distribution for each cell. To identify significant TF activities, we assessed the nominal P-value for each cell relative to the empirical null model for the particular regulator TF, and we corrected for multiple hypothesis testing of non-independent hypotheses using the Bonferroni correction procedure. Then, we reported the significant regulators using an adjusted *P*-value of 0.15. We calculated, for each TF regulator, the frequency over samples where the regulator passed its significant threshold for a given cell type. We used this approach to identify significant TF regulators in each cell type to identify the shared and cell type-specific roles TFs.

### Pathway analysis

We obtained pathway annotations from MSigDB (19) (c2.all.v7.1.symbols.gmt). This collection is curated from various sources, including online pathway databases (e.g. canonical pathways from BIOCARTA, KEGG, PID, REACTOME and WikiPathways) and the biomedical literature. Using these reference pathway annotations, we constructed a pathway co-occurrence matrix between TFs and surface proteins. For cell-type, we filled a two-way contingency table, with rows representing TF-surface protein pairs that are present in at least one pathway or absent in all pathways based on our pathway co-occurrence matrix, and the columns representing TF-surface protein pairs that are correlated (absolute value of correlation >0.4) or not correlated (absolute value of correlation <0.2). Then we performed enrichment analysis using hypergeometric test based on this contingency table and calculated a *P*-value.

### Clustering cells

Hierarchical clustering of surface protein expression and SPaRTAN-predicted TF activities was performed using pvclust (2.2–0) (20), and command pvclust (data, nboot = 1000, method.hclust = ‘ward.D2’, method.dist = ‘correlation’). To identify sub-clusters, we initially split the dendrogram into 10 groups and performed differential protein expression analysis between cells in a given group vs. those in all other groups using Wilcoxon signed rank test for each surface protein and we corrected for multiple hypotheses across surface proteins. We repeated the process and decreased group size until all clusters had at least two differential surface protein (FDR < 0.05) compared to all other clusters.

### Running SCENIC

SCENIC (6) is a computational framework that predicts TF activities from scRNA-seq data. We inferred cell-specific TF activities using the SCENIC (R implementation (1.1.2)). We used the cis-regulatory DNA-motif database (hg19-500 bp-upstream-7species.mc9nr.feather, from https://resources.aertslab.org/cistarget/) with default parameters. We computed correlation between SCENIC inferred TF activities and surface protein expression for each cell-type and performed pathway enrichment analysis as outlined above.

### Flow Cytometry validation

Single cell suspensions were stained with antibodies against surface proteins (list of ab markers and clone; Supplementary Table S3) for 30 min at 4°C. Dead cells were discriminated by staining with Fixable Viability Dye (eBioscience) in PBS. The cells were washed, and fixed, and permeabilized) for 1 h followed by two wash steps with permeabilization buffer (eBioscience). Then, intracellular staining of transcription factors was conducted for 30 min at 4°C. Flow cytometry analysis was performed by using a Fortessa II (BD Bioscience). Flow cytometric data analyses were performed with FlowJo (Tree Star).

### Immunohistochemistry

The population considered for this study consisted of two patients diagnosed with MPeM. These FFPE MPeM surgical specimens were obtained from the National Mesothelioma Virtual Bank (NMVB). The slides are deparaffinized at 60ºC for 30 min and rehydrated using a standard histology protocol. Antigen retrieval was performed using an EDTA buffer (#14747, Cell Signaling, Danvers, MA) in Decloaking chamber at 120°C for 2 min. The slides were stained using an Autostainer Plus (Agilent Dako) platform with TBST rinse buffer (#9997, Cell Signaling). The IHC slides were treated with 3% hydrogen peroxide for 5 min. The primary antibody, BCL-3 (Rabbit Polyclonal, Proteintech Group, Rosemont, IL) was applied using a dilution of 1:100, at room temperature for 45 min. The detection applied, consisted of SignalStain Boost HRP Rabbit (Cell Signaling) for 30 minutes at room temperature. The substrate, 3,3-diaminobenzidine + (# K3468, Agilent Dako), was applied for 8 minutes. The slides were then incubated in Denature solution (Biocare Medical, Pacheco, CA). Following that step, the second primary antibodies, PD-1 (Mouse monoclonal, NAT105, Abcam, Cambridge, MA) was applied at a dilution of 1:50 for 60 min was applied at a dilution of 1:200 for 60 min. The secondary antibodies were followed by Mach 2 Mouse AP (Biocare Medical) detection and Mach 2 Rabbit AP (Biocare Medical), respectively for 45 min. The second chromogen, Warp Red (Biocare Medical) was applied for 10 min. The slides were then counterstained with Hematoxylin (#K8018, Agilent Dako). Digital images of these slides (stained with 2 antibodies) were scanned at 400× magnification on an Aperio AT2 (Leica, Buffalo Grove, IL). After scanning, the third antibody, CD8 (Rabbit monoclonal, SP16, Invitrogen, Carlsbad, CA) was applied using a 1:100 dilution for 60 min at room temp. The detection, Mach 2 Rabbit HRP (Biocare Medical) was applied for 45 min at room temperature. The third chromogen used was Vina Green (Biocare Medical) for 10 min. Digital images of the final stained slides (stained with three antibodies) were similarly generated as before.

### Statistical analysis and visualization

Statistical tests were performed with the R 4.0.2 statistical environment. For population comparisons of inferred TF activities and surface protein expression, we performed two-tailed Wilcoxon signed rank test and determined the direction of shifts by comparing the mean of two populations. We corrected raw *P*-values for multiple hypothesis testing based on two methods: Bonferroni and false discovery rate (BH method).

Graphs were generated using RColor-Brewer (version: 1.1 2), ggplot2 (version: 3.3.3) and ComplexHeatmap (version: 2.4.3), ggrepel (version: 0.9.1), circlize (version: 0.4.13) packages. For general data analysis and manipulation, dplyr (version: 1.0.7), matrixStats (version: 0.59.0) and data.table (version: 1.14.0) were used.

## RESULTS

### SPaRTAN learns a cell-type specific interaction model for cell-surface receptors and transcription factors

SPaRTAN integrates parallel single-cell proteomic and transcriptomic data (based on CITE-seq) with *cis*-regulatory information (e.g. TF:target–gene priors) for predicting cell-specific TF activities and surface protein expression for linking surface receptor signaling to downstream TFs (Figure 1A). Formally, we used an affinity regression (AR) (16) algorithm, a general statistical framework for any problem where the observed data can be explained as interactions between two kinds of inputs, to establish an interaction matrix (**W**) between surface receptors/proteins (**P**) and TFs (**D**) that predicts target gene expression (**Y**) (Figure 1B). To determine the set of TFs that potentially regulate each gene (**D**), we utilized curated TF target-gene interactions (18). We trained independent SPaRTAN models for each cell type that explain gene expression across cells (**Y**) in terms of surface protein expression (**P**) and TF target-gene interactions (**D**) (see Materials and Methods for details).

We use the trained interaction matrix (**W**) to obtain different views of a CITE-seq data set; for example, to predict TF activity from a cell's surface protein expression profile (**WP**^T^) or to predict surface protein expression from a cell's gene expression profile (**Y**^T^**DW**) (Figure 1C). Intuitively, information flows down from observed surface protein levels through the learned interaction matrix to infer TF activities and observed mRNA expression levels or propagates up through the TF target-gene edges and interaction network to infer surface protein expression. Importantly, we use these predicted TF activities and surface protein expression to gain biological insights into different cell types and states as described below.

To evaluate our approach, we first trained cell-type specific SPaRTAN models using an existing peripheral blood mononuclear cells (PBMCs) CITE-seq dataset (Supplemental Table S1). Cell types were identified using both protein and gene expression data, the latter with marker genes (see Materials and Methods, Supplementary Figures S1 and S2). For statistical evaluation, we computed the mean Spearman correlation between predicted and measured gene expression profiles on held-out samples using 5-fold cross-validation for each cell-type specific SPaRTAN model using equal numbers of cells. We obtained significantly better performance than a nearest-neighbour approach (*P* < 0.001, one-sided Wilcoxon signed-rank test) (Supplementary Figure S3A), where the training domain that is most similar to each test example on the basis of surface protein expression is considered the nearest neighbour, and this neighbor's gene expression is used for prediction as shown in Figure 2A. We used Euclidean distance in the surface protein profiles to identify the nearest neighbour. We next evaluated the approach using an independently generated PBMC CITE-seq dataset (see validation PBMC dataset, Supplemental Table S1) and attained similar performance results (Supplementary Figure S3B). We also used the PBMC-trained SPaRTAN cell-type specific models, to infer surface protein expression (**Y**^T^**DW**) for each cell type in training and validation CITE-seq PBMC data sets (see Supplemental Table S1). For surface proteins whose Spearman correlations between measured and inferred activities were above 0.3 on training dataset, we found similarly strong correlations between measured and predicted surface protein levels on the validation CITE-seq data (Supplementary Figure S4).

**Figure 2.**
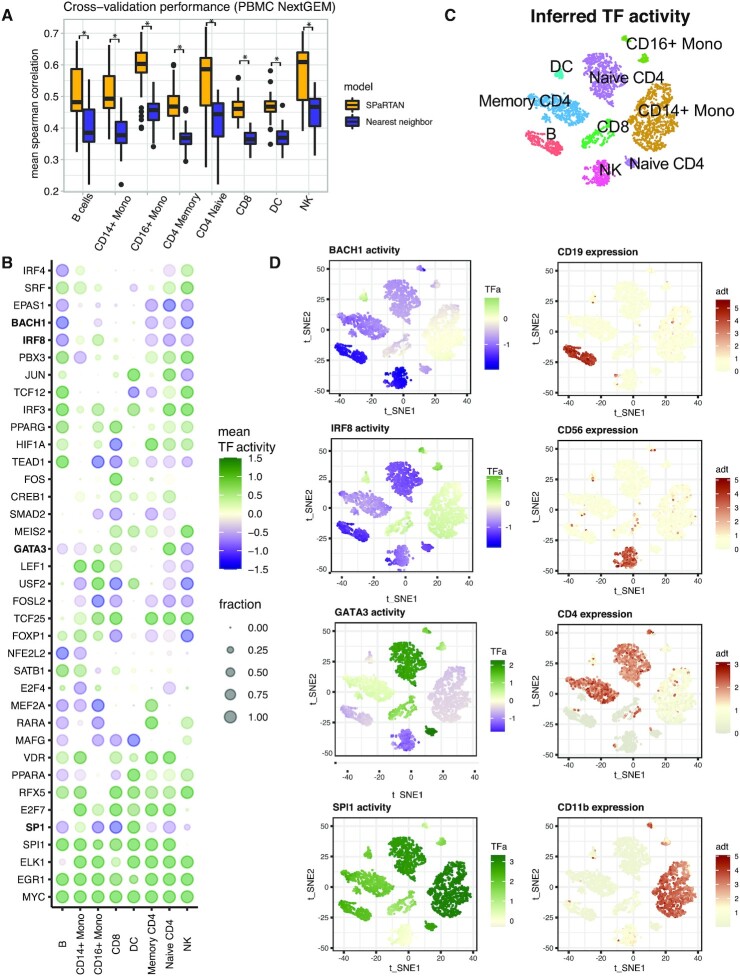
SPaRTAN identifies cell-type specific TFs in peripheral blood mononuclear cells (PBMC). (**A**) SPaRTAN accurately predicts relative gene expression on held-out PBMC (10× Genomics, Next GEM, training dataset) cells for each cell-type. Performance of the SPaRTAN models for each PBMC cell type compared to nearest neighbor method. Boxplots showing mean Spearman correlations between predicted and actual gene expression using the SPaRTAN model (light blue); nearest neighbor by surface protein expression profile (blue) (*y*-axis) for PBMC CITE-seq data from 10× Genomics (Next GEM) each cell-type (*P*< 0.001, one-sided Wilcoxon signed-rank test). (**B**) Dot plot showing the median TF activity z-score of TFs across different cell types. The dot size indicates a fraction of cells for which indicated TF is identified as a significant regulator within designated cell type. For clarity, the union of the top 8 most prevalent significant TFs in each cell type-specific model is shown. (**C**) t-SNE on the inferred TF activity matrix. Cells are colored according to major cell types. (**D**) *BACH1*, *IRF8*, *GATA3*, and *SPI1* inferred TF activity and CD19, CD56, CD4 and CD11b protein expression overlay on t-SNE of TF activities.

### SPaRTAN identifies cell type-specific TFs

Next, we used our approach to predict cell-type specific activities of TFs (**WP**^T^) in PBMCs. To assess the statistical significance of inferred TF activities, we developed an empirical null model based on randomly permuted gene expression profiles for each cell-type (see Materials and Methods). Then, we asked whether the value of individual TF activities for each cell were significantly low or high relative to the corresponding distribution over permuted data. We corrected for multiple hypotheses across TFs and identified significant shared and cell-type specific TFs. Figure 2B shows the fraction of cells per cell-type where each TF was identified as a significant regulator; the representation encompasses the top 8 most prevalent significant TFs for each indicated cell type. Figure 2C and D show the inferred activity distribution of four TFs identified from our analysis: *BACH1*, *IRF8*, *GATA3* and *SPI1* with overlay of CD19, CD56, CD4 and CD11b surface protein expression. These inferred TFs are known regulators of several of the cell types within the PBMCs including *GATA3* (21) for naïve CD4^+^ and CD8^+^ T cells; *SPI1* (*PU1*) (22,23) for B, CD14^+^/CD16^+^ monocytes and dendritic cells; *BACH1* (24) for B, NK and CD 4 T cells; *PRDM1* (*BLIMP1*) (25) for B, CD16^+^ monocytes and T cells; *IRF8* for monocytes (26). TFs involved in cellular activation and proliferation like *EGR1* and *MYC* were shared across all cell types (Figure 2B). Importantly, in spite of accurately inferring their activities we did not reliably detect mRNAs for many cell-type-specific TFs, given their low levels of transcript expression (Supplementary Figure S5).

### SPaRTAN delineates cell type-specific TFs coupled with cell-surface receptors

To explore the associations between inferred TF activities and surface protein expression at a single-cell level, we first computed Pearson correlation coefficients (PCC) between (inferred) TF activity and surface protein expression for each TF-surface protein pair within each cell-type. Figure 3A–C shows the two-way clustering of TFs and proteins by these pairwise PCC in B, CD8^+^ and CD4^+^ T memory cells (see Supplemental Figure S6 for other cell types). We identified several novel as well as known TF-surface protein relationships for each cell type (e.g. EOMES-CD27 (27), STAT6-CD27 (28) STAT5-TIGIT (29), STAT3-ICOS (CD278) (30–32), SMAD3-CD127, STAT1-CD127 (33,34) in CD8^+^ T cells; STAT1/STAT4/STAT5-CD27 (35–37), PRDM1-HLA-DR in B cells (38); SMAD5-ICOS (CD278) (39), STAT5-CD27 (40), MEF2-PD1 (41) in CD4^+^ Memory T cells). We next evaluated the known pathway overlap between TF and surface proteins. Correlated pairs were enriched for known pathways for most cell types (*P* < 10^–3^ by the hypergeometric test, minimum one overlapping pathways) compared to the SCENIC (6) which uses only single-cell gene expression measurement for identification of cell-type specific TF activities (Supplemental Table S2). Importantly, the analysis suggests that cell-surface receptors can couple with shared and context-dependent downstream transcriptional regulators in different cell types (Figure 3D-F). For example, SPaRTAN-predicted *FOSL2* activity was correlated with CD27 (member of the TNF receptor super family (42)) protein expression in B, CD8^+^ and CD4^+^ memory T cells. Recent studies have shown that *FOSL2* represses Treg development and controls autoimmunity (43) and can also control autoreactive B cells in patients with Systemic lupus erythematosus (SLE) (44). Moreover, SPaRTAN-predicted *STAT5A* activity was highly correlated with CD27 protein expression in B and CD4^+^ memory T cells and with TIGIT (inhibitory immunoreceptor targeted in antitumor immunotherapy (45)) protein expression in CD8^+^ T cells.

**Figure 3.**
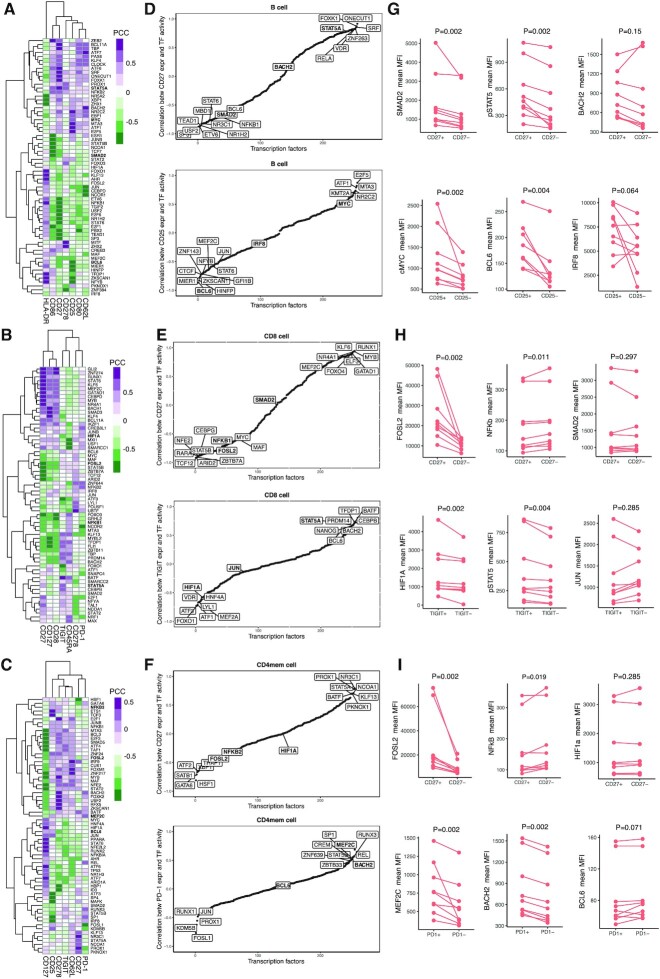
Analysis of SPaRTAN inferred TF activities with cell surface receptor expression in PBMCs—validation with multiparameter flow cytometry. Heatmap revealing correlations between inferred TF activities (rows) and surface protein expression (columns) in (**A**) B cells, (**B**) CD8^+^ T cells and (**C**) CD4^+^ memory T cells. For clarity, surface proteins with Pearson's correlation coefficient (PCC) values with TFs below 0.75 are filtered, and then the union of the top 10 most correlated TFs with each surface protein is shown for each cell type. Representative sorted correlation plots between (**D**) CD27 (top) CD25 (bottom) protein expression and inferred TF activities across B cells; (**E**) CD27 (top) TIGIT (bottom) protein expression and inferred TF activities across CD8^+^ T cells; (**F**) CD27 (top) PD-1 (bottom) protein expression and inferred TF activities across CD4^+^ memory T cells. (**G–I**) Validation of predictions using flow cytometry analysis. Briefly, B, CD8^+^ and CD4^+^ memory T cells were isolated from peripheral blood (PBL) from healthy donors (*n* = 9) and stained for indicated surface receptors and intracellular TFs. Paired analysis of TF expression was assessed on surface-protein^+^ and surface-protein^–^ cells. P-values are calculated using paired Wilcoxon signed rank test. Representative validation results are shown in each case with two TFs showing high correlation and a control TF showing low correlation.

To directly test SPaRTAN predicted relationships between cell surface signaling proteins and TF activities in specific cell types, we performed flow cytometry analysis for select surface receptor-intracellular TF pairs using PBMCs from healthy donors (Figure 3G–I, Supplementary Figure S7). We selected TFs for testing of predictions based on prior knowledge of their functional importance in a given cellular context and the availability of validated antibodies for flow cytometry. Consistent with our predictions and in spite of the variation among individual donors, we observed increased expression of *FOSL2* (transcriptional repressor) and decreased expression of *NFKB* in CD27^+^ CD8^+^ T and CD4^+^ memory T cell subsets compared with their CD27^−^ counterparts; increased expression of *STAT5*, *SMAD2* in CD27^+^ B cells compared with their CD27^−^ counterparts; increased expression of *MYC* and *BCL6* in CD25^+^ (IL-2 receptor) B cells compared with compared with their CD27^−^ counterparts; increased expression of *STAT5* and *HIF1A* in TIGIT^+^ CD8^+^ T cells compared with their TIGIT^−^ counterparts, and increased expression of *MEF2C* and *BACH2* in PD-1^+^ (inhibitory immunoreceptor (46)) CD4^+^ memory T cells compared with their PD-1^–^ counterparts. Importantly, these experimentally validated relationships were not predicted by SCENIC (6) for identification of cell-type specific TF activities using only single-cell gene expression measurements (Supplementary Figure S8) as well as using only TF mRNA levels (Supplementary Figure S9).

### SPaRTAN identifies cell state specific TFs coupled with cell-surface receptors

Next, we asked whether our method could be used to analyze distinct cellular states within a given cell type. Figure 4A shows the clustering of cells by cell surface protein expression (excluding cell lineage marker surface proteins), together with inferred TF activities for the same cell ordering, as derived from the CD8^+^ T cell model. Unsupervised clustering by the surface protein (ADT) expression profiles identified five major cellular states of CD8^+^ T cells. In particular, Cluster 1 was distinguished by high expression for CD45RA and low expression for CD45RO which is characteristic of naïve CD8^+^ T cells (47,48). Among the most significant differences in inferred TF activity associated with this cluster were *KLF13*, *FOSL1*, *USF2*, *FOXO3*, *ZEB1* and *SMAD5* (FDR-corrected *P* < 10^–5^, t-test; Figure 4B). Cluster 2 was distinguished by cells with high expression of CD27 and CD127 which are characteristic of memory CD8^+^ T cells (49,50). Among the most significant differences in inferred TF activity associated with this cluster were *RUNX1*, *SMAD3*, and *BCL11A* (FDR-corrected *P* < 10^–5^, *t*-test, Figure 4B).

**Figure 4.**
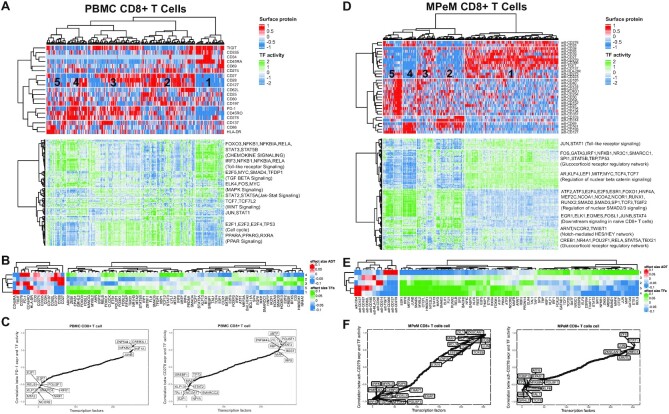

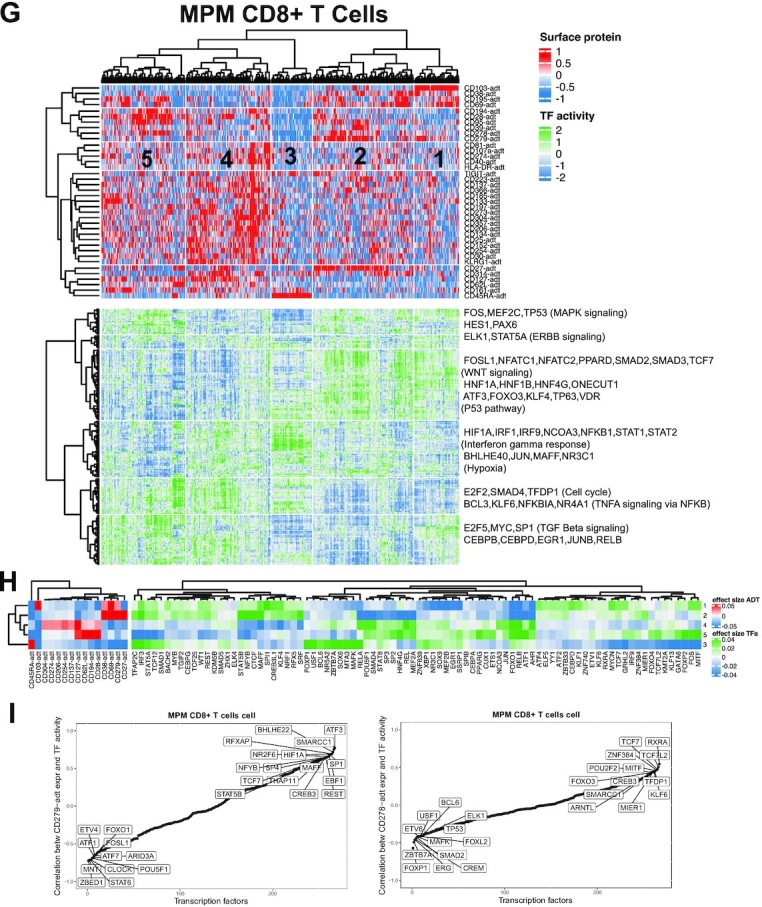
SPaRTAN modeling and analysis of regulatory states of circulating and tumor infiltrating CD8 T cells. (**A**) SPaRTAN model trained on 319 CD8^+^ T cells from the 10x Genomics PBMC dataset. The top heat map shows cells clustered by the surface protein expression (excluding cell lineage maker surface proteins) The bottom panel shows inferred TF activities for each cell based on clustering by surface protein expression. (**B**) Heatmap shows the mean surface protein expression and inferred TF activity between cells in a given cluster versus those in all other clusters. For each comparison, the absolute value of the mean surface protein expression and inferred TF activity (effect sizes) are ranked and the union of the top 20 TFs for each comparison is shown in the heatmap. (**C**) Sorted correlation plots between PD1 (left) CD278 (ICOS) (right) protein expression and inferred TF activities across PBMC CD8^+^ T cells. (**D**) We trained a SPaRTAN model on MPeM CD8^+^ T cells. The top heat map shows cells clustered by the surface protein expression (excluding cell lineage maker surface proteins) The bottom panel shows TF activities for each cell based on clustering by surface protein expression. (**E**) Heatmap shows the mean surface protein expression and inferred TF activity between cells in a given cluster vs. those in all other clusters. For each comparison, the absolute value of the mean surface protein expression and inferred TF activity (effect sizes) are ranked and the union of the top 20 TFs for each comparison is shown in the heatmap. (**F**) Sorted correlation plots between CD279 (PD1) (left) CD278 (ICOS) (right) protein expression and inferred TF activities across MPeM CD8^+^ T cells. (**G**) SPaRTAN model trained on MPM CD8^+^ T cells. The top heat map shows cells clustered by the surface protein expression (excluding cell lineage maker surface proteins) The bottom panel shows TF activities for each cell based on clustering by surface protein expression. (**H**) Heatmap shows the mean surface protein expression and inferred TF activity between cells in a given cluster vs. those in all other clusters. For each comparison, the absolute value of the mean surface protein expression and inferred TF activity (effect sizes) are ranked and the union of the top 20 TFs for each comparison is shown in the heatmap. (**I**) Sorted correlation plots between CD279 (PD1) (left) CD278 (ICOS) (right) protein expression and inferred TF activities across MPM CD8^+^ T cells.

We performed similar analyses for other cell types (Supplementary Figures S10–S15). For example, unsupervised clustering by surface protein expression identified five major cellular states within the B cell compartment (Supplementary Figure S10). In particular, Cluster 2 was distinguished by B cells with high expression of CD80 which is characteristic of activated B cells (51). Among the most significant differences in inferred TF activity associated with this cluster were *ARID3A*, *TFDP1* and *TP63* (FDR-corrected *P* < 10^–5^, *t*-test; (Supplementary Figure S10B). Cluster 3 was distinguished by B cells with high expression of CD34 and low expression of CD27 and CD80 which are characteristics of naïve B cells. Among the most significant differences in inferred TF activity associated with this cluster were *TEAD1*, *RFX5*, *JUNB*, *PBX2*, *FOXO3* and *HMBOX1* (FDR-corrected *P* < 10^–5^, *t*-test (Supplementary Figure S10B). Moreover, Cluster 4 was distinguished by B cells with high expression of CD28 and CD27 and low expression of CD20 which are characteristics of plasmablasts. Among the most significant differences in inferred TF activity associated with this cluster were *MITF*, *STAT5A*, and *FOS* (52–54) (FDR-corrected *P* < 10^–5^, *t*-test, figure (Supplementary Figure S10B)).

To illustrate the broader utility of our approach, as a discovery platform, we applied it to the tumor microenvironments (TMEs) of malignant peritoneal (MPeM) and pleural (MPM) mesothelioma. Malignant mesothelioma is a rare and aggressive cancer, that has not previously subjected to extensive single-cell profiling and computational analyses. 

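CITE-seq counts RNA molecules and antibody-derived tags (ADTs), which are oligonucleotides carried by antibodies against surface proteins, in the same cell. The data are 1 library from 1 pleural tumor (MPM) and 1 library from 1 peritoneal tumor (MPeM), made from sorted live CD45+ EpCAM− cells and live EpCAM+ cells with the 10x 5′ kit at a target of 5000 cells. There are no replicates, and cells of a tumor are not independent samples, so no p-value is given and every value describes these 2 libraries. The authors' deposited matrices hold unnormalized counts of unique molecular identifiers (UMIs) for 33538 genes, aligned to GRCh38 with Cell Ranger, and counts of each antibody. The MPM matrix held 7017 barcodes with 47946095 gene UMIs and 31637891 ADT counts, and the MPeM matrix 4969 barcodes with 20282697 gene UMIs and 33113430 ADT counts. The paper states its depth in reads per cell, and the values here use UMIs. The limits on genes per cell removed 1898 MPM barcodes with fewer than 300 genes and 49 with more than 5000, and 443 and 2 MPeM barcodes. The 5070 kept MPM cells had medians of 7100.5 UMIs, 1991 genes, 2207 ADT counts and 5.47% mitochondrial UMIs. The 4524 kept MPeM cells had medians of 3276 UMIs, 1204.5 genes, 2639 ADT counts and 6.96% mitochondrial UMIs.
Following the paper's methods, RNA was scaled to 10000 molecules per cell, logged and clustered on 50 principal components at resolution 1, and ADT counts were transformed by centered log ratio (CLR) across cells. CD8+ T-like cells are the cells of clusters with T cell markers and more CD8A and CD8B than CD4 RNA, after clusters led by markers of another cell type were left unnamed. A per-cell gate gave a second population: cells with at least 1 UMI of CD8A or CD8B and none of CD4, in any cluster with at least 3 T cell markers. Besides CD8+ T-like and unnamed clusters, these clusters include the regulatory T-like ones, the MPM NK-like and the MPeM CD4+ T-like one. The gate is named beside a result where it turns a difference that goes beyond counting error, and for some results where it moves a value. RNA was compared between groups of cells as a ratio of CPM, the UMIs of a gene scaled to the same total of gene UMIs in each group. For PD-1 and ICOS, cells were ranked by the CLR of the protein and split into 3 parts of equal size, and the top part was compared with the bottom part. The range in parentheses after a ratio is its exact 95% Poisson interval and that after a share its exact 95% binomial (Clopper-Pearson) interval, and both cover counting error only. For a list of genes, the median log2 ratio is given with its percentile among 10000 random lists matched in size and expression. Gene positions are those of GENCODE 44 on GRCh38. TF activity was not inferred here, because the matrix of TFs and target genes that it needs was not used, and the mRNA of a TF is not its activity.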

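Macrophages and monocytes were the most frequent named cells of both tumors, with 48.4% (47.0 to 49.8) of the MPM and 27.8% (26.5 to 29.1) of the MPeM cells, the latter with a cycling cluster of 111 cells that also carried CD8A and CD8B RNA. In MPeM 53.4% of the cells stayed unnamed, and the order of macrophages and CD8+ T-like cells turned without cells over 10% mitochondrial UMIs (22.8% and 26.7%) and without gene limits (17.8% and 18.0%). The CD8+ T-like cells of MPM were 454 cells, 8.95% (8.18 to 9.77), in 1 cluster led by CD8A, CD8B and the granzyme genes GZMK, GZMA and GZMH. Those of MPeM were 278 cells, 6.15% (5.46 to 6.88), in clusters of 219 and 59 cells. Both had TNFRSF9, which encodes the costimulatory receptor 4-1BB, and VCAM1, an adhesion molecule, among their leading genes. Only the larger was also led by CD27 and by LAG3, an inhibitory receptor, genes of activated and exhausted T cells. The smaller was shallower, with medians of 1582 UMIs and 12.9% mitochondrial UMIs against 3723 and 5.47%. Cells with RNA of keratins (KRT8, KRT18, KRT19), calretinin (CALB2) and mesothelin (MSLN), named mesothelial or tumor cells, made up 10.2% of MPM, while no MPeM cluster carried these markers. Regulatory T-like cells, with FOXP3, were 3.04% of MPM and 1.46% of MPeM, and NK-like cells 1.85% and 4.69%. MPeM also held B-like cells (4.18%), a CD4+ T-like cluster led by CXCL13 and IL21 (1.86%) and mast cells (0.531%), and MPM held fibroblasts (2.35%) and endothelial cells (1.10%).
The CD8+ T-like cells had a median of 2829.5 UMIs in MPM and 3364.5 in MPeM. A CD4 antibody count of at least 30 was found in 26.2% of them in MPM and 15.8% in MPeM, and in 6.80% and 10.7% of the gated cells. The gate held 397 MPM cells, of which 285 were CD8+ T-like cells of the named cluster, and 600 MPeM cells, of which 184 were. The MPeM share depended on how the clusters fell: it was 13.3% by the gate, 27.0% at resolution 0.5 and 24.3% at resolution 2. Clusters with T cell markers that stayed unnamed, because their leading genes held more markers of NK, CD4+ T or plasma cells than of CD8+ T cells, held 3.61% of the MPM and 25.0% of the MPeM cells.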

CITE-seq data sets for cells within these TMEs were generated (Supplementary Figures S16 and S17) with a focus on delineating the regulatory states of tumor infiltrating CD8^+^ T cells, given key role in immune surveillance and their manifestation of activated effector or exhausted cell states (55). 

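PD-1 protein was high throughout the MPeM CD8+ T-like cells, and no cluster made from surface proteins lacked it. Hierarchical clustering of the 278 cells on proteins other than lineage markers (Ward linkage on 1 minus Pearson correlation of CLR values), with the number of clusters set to 5, gave clusters of 101, 98, 36, 22 and 21 cells, or 36.3% (30.7 to 42.3), 35.3% (29.6 to 41.2), 12.9% (9.24 to 17.5), 7.91% (5.03 to 11.7) and 7.55% (4.74 to 11.3) of the cells. Their median PD-1 counts were 574, 495.5, 255, 348.5 and 353 in this order. The first cluster had the highest TIGIT, with a median of 52 counts against 32, 19, 28 and 34 in the others, and the second had the highest TIM-3, with 46 counts against 37, 37, 23.5 and 26. The cluster of 36 cells was the shallowest, with medians of 1537 ADT counts and 2077 UMIs per cell against 2743 and 3498 in the first.
Among the 600 gated cells, which include T cells outside the named clusters, the clusters did differ in PD-1. It had a median of 494 counts in 1 cluster with 32.3% (28.6 to 36.2) of the cells, and of 40.5, 4, 12 and 26.5 in the other clusters of 150, 130, 68 and 58 cells. Among the CD8+ T-like cells, the first cluster had the highest mean of PD-1, TIM-3 and TIGIT. A cluster picked anew by this mean held 7.19% of them with 10 clusters and 66.2% with ADT counts scaled to 10000 per cell. It need not hold the same cells.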

Unsupervised clustering using cell surface protein expression patterns identified five major populations of MPeM CD8^+^ T cells (Figure 4D). We tested for statistical differences in inferred TF activities and surface protein expression in a given cluster vs. those in all other clusters (Figure 4E). In particular, Cluster 1 was distinguished by MPeM CD8^+^ T cells with high expression for checkpoint inhibitors PD-1, TIM3, and TIGIT which are characteristic of exhausted MPeM CD8^+^ T cells (56). 

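Among the MPeM CD8+ T-like cells, the cluster of 101 cells had the highest mean of PD-1, TIM-3 and TIGIT protein, and among the proteins higher in it CD27 and CD137 differed most. CD27, a costimulatory receptor of the TNF receptor family, had a mean CLR 0.434 above that of the other cells (medians 153 and 72 counts), and CD137 (4-1BB), which is induced by activation, 0.337 above (58 and 29 counts). TIGIT was higher by 0.262 and PD-1 by 0.151, while TIM-3 did not differ (−0.000545, median 37 counts in both groups), and CD39, an ectoenzyme of exhausted and regulatory T cells, was lower (−0.349, 111 and 222 counts). The RNA of the same cells, which was not used to form the clusters, was higher for LAG3 (ENSG00000089692, chromosome 12, 6772512 to 6778455), with a ratio of 1.79 (1.62 to 1.97), and for the cytotoxic genes GZMB (ENSG00000100453, chromosome 14, 24630954 to 24634267) at 2.41 (2.02 to 2.88) and PRF1, perforin, at 1.35 (1.22 to 1.503). IL10, an anti-inflammatory cytokine, had a ratio of 3.99 (2.82 to 5.74). PDCD1, the gene of PD-1 (ENSG00000188389, chromosome 2, 241849884 to 241858894), was equal at 1.01 (0.8004 to 1.26), with 323 against 321 CPM, as were HAVCR2, the gene of TIM-3 (ENSG00000135077, chromosome 5, 157085422 to 157142869), at 0.958 (0.797 to 1.15) and TIGIT (ENSG00000181847, chromosome 3, 114276913 to 114310288) at 1.03 (0.850 to 1.24).
Genes of the cell cycle had a median log2 ratio of 0.55 (percentile 99.9), with STMN1 at 1.66 (1.19 to 2.31) and TYMS, thymidylate synthase, at 3.07 (1.09 to 9.84). The 18 exhaustion and checkpoint genes had 0.03 (percentile 40.2), in which TNFRSF9 at 1.26 (1.08 to 1.45) and the TF gene BATF at 1.39 (1.15 to 1.68) were higher and CXCL13, a chemokine of exhausted CD8+ T cells (ENSG00000156234, chromosome 4, 77511753 to 77611834), was lower at 0.254 (0.174 to 0.362). Cytotoxicity genes had −0.30 (percentile 0.07), led down by GNLY, granulysin, at 0.387 (0.241 to 0.603) and CCL5 at 0.783 (0.739 to 0.829). Interferon response genes had −0.45 (percentile 0.04) and tissue residency genes −0.33 (percentile 1.63). IL7R, the interleukin 7 receptor of memory T cells, had a ratio of 0.320 (0.156 to 0.607) and TXNIP, a regulator of glucose uptake, 0.352 (0.277 to 0.443).
The gate, which adds T cells with little PD-1, set the PD-1-high cluster apart, with medians of 2535.5 and 1006 ADT counts per cell. There PD-1 had medians of 494 and 12 counts, TIM-3 36 and 2, and TIGIT 34 and 6, with ratios of 13.1 (9.02 to 19.8) for PDCD1, 30.9 (19.7 to 51.2) for HAVCR2, 22.2 (18.0 to 27.6) for LAG3 and 6.49 (5.16 to 8.23) for TIGIT. Exhaustion genes had 3.39 (percentile 100), naive and memory genes −2.02 (percentile 0), and heat shock and dissociation stress genes were also higher at 0.97 (percentile 99.8). It turned the directions of GZMB, 0.585 (0.515 to 0.663), CXCL13, 3.32 (2.67 to 4.14), and CCL5, 1.34 (1.28 to 1.39). CD39 protein turned as well, with a mean CLR 1.66 above the other cells and medians of 187 and 6 counts. The interferon response genes were no longer lower than random lists, at 0.35 (percentile 59.6). HMOX1, heme oxygenase 1, had 108 (36.3 to 527), VCAM1 37.6 (26.0 to 56.7) and GNLY 0.0358 (0.0287 to 0.0442). Among the named cells a cluster was picked anew in each other setting and need not hold the same cells. The PDCD1 ratio of the picked cluster was 0.573 with 10 clusters, 0.615 with Euclidean distance, and 0.755 without cells over 10% mitochondrial UMIs. In alternatives added after the data were seen it was 1.69 with killer cell receptor (KIR) genes among the variable genes and 7.94 with all T clusters of more CD8 than CD4 RNA.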

Among the most significant differences in inferred TF activities associated with this cluster were increased values for *TCF7* (57,58), *STAT6*, *BCL3*, and *FOS* (52–54,56) (FDR-corrected *P* < 10^–50^, *t*-test), some of which have previously been reported as TFs downstream of PD-1 (52–54,56–58) (Figure 4E). Similarly, unsupervised clustering using cell surface protein expression patterns identified five major populations of MPM CD8^+^ T cells (Figure 4G). 

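In the MPeM cluster of 101 cells, the mRNA of FOS, a subunit of the AP-1 TF, was slightly lower than in the other CD8+ T-like cells, and that of TCF7, STAT6 and BCL3 was too scarce to tell apart. FOS (ENSG00000170345, chromosome 14, 75278826 to 75282230) had a ratio of 0.896 (0.813 to 0.986), with 695 and 1098 UMIs. STAT6, a TF activated by interleukin 4 (ENSG00000166888, chromosome 12, 57095408 to 57132139), had 0.968 (0.440 to 2.07) with 13 and 19 UMIs, and BCL3, an atypical IκB protein that binds NF-κB subunits (ENSG00000069399, chromosome 19, 44747705 to 44760044), 2.22 (0.787 to 6.77) with 11 and 7 UMIs. TCF7, which encodes the TF of naive and stem-like T cells TCF-1 (ENSG00000081059, chromosome 5, 134114681 to 134151865), had 2 and 0 UMIs, so a difference was not detectable at this depth. The measured genes of this list had a median log2 ratio of −0.05 (percentile 40.1).
Immediate early genes were lower together, with −0.22 (percentile 0.21): JUN, the partner of FOS, had a ratio of 0.773 (0.704 to 0.848), JUNB 0.879 (0.791 to 0.976) and ZFP36, an RNA-binding protein that limits cytokine mRNAs, 0.657 (0.601 to 0.717). NF-κB response genes had 0.19 (percentile 87.3), in which NFKBIA stood at 1.33 (1.03 to 1.71) and TNFAIP3, an inhibitor of the pathway, at 0.641 (0.553 to 0.742). The share of MALAT1, a nuclear RNA, was lower in the cluster at 0.739 (0.713 to 0.765). Heat shock and dissociation stress genes were lower as well, with −0.18 (percentile 1.90), but higher in the PD-1-high cluster of the gate, with 0.97 (percentile 99.8).
The gate gave 0 and 36 UMIs of TCF7, a ratio of 0.144 with the floor of 3 counts over the cluster and an upper counting limit of 0.186, 0.466 (0.256 to 0.806) for STAT6, 0.490 (0.458 to 0.524) for FOS and 1.38 (0.591 to 3.16) for BCL3, with immediate early genes at −0.85 (percentile 0). It turned NFKBIA to 0.690 (0.577 to 0.823), and TNFAIP3 no longer differed, at 1.06 (0.954 to 1.17). With cells weighted equally, the FOS ratio of the named cells turned to 1.01. In the other settings the cluster with the highest mean of PD-1, TIM-3 and TIGIT was picked anew, so its cells can differ. Its FOS ratio was 1.82 with CLR within each cell and 2.18 without cells over 10% mitochondrial UMIs. Without cells of 30 or more CD4 antibody counts it was 1.41. With Euclidean distance it was 3.13, for a cluster of only 2.16% of the CD8+ T-like cells. The BCL3 ratio turned to 0.407 with ADT counts scaled to 10000 per cell.

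**Figure D2:**
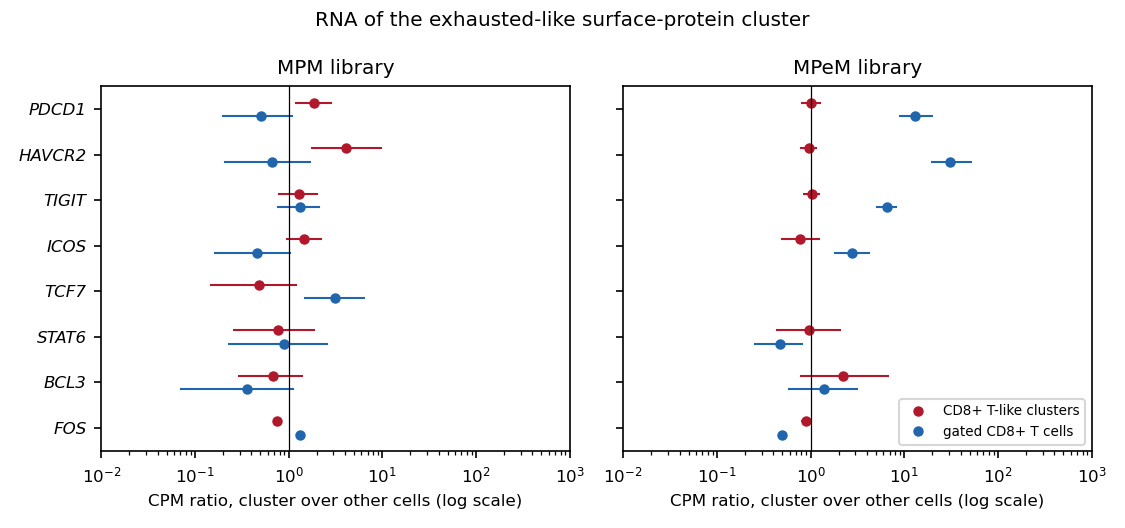
Ratio of CPM (log axis) of checkpoint and TF genes between the exhausted-like ADT cluster and the other cells, in MPM and MPeM. Red points are CD8+ T-like cells of the named clusters and blue points all cells of the per-cell gate, which the legend calls gated CD8+ T cells. Lines are 95% counting intervals that are clipped at the edges of the axis. Genes with a group at 0 or with at most 3 UMIs in both groups are not drawn. In MPeM, the red points of PDCD1, HAVCR2 and TIGIT lie at about 1 (1.01, 0.958 and 1.03) and the blue ones between 6.49 and 30.9.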

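In the MPM CD8+ T-like cells, clusters made from surface proteins differed in PD-1 at low counts, and TIM-3 and TIGIT hardly differed. With the number of clusters set to 5, the 454 cells fell into clusters of 119, 117, 89, 69 and 60 cells, or 26.2% (22.2 to 30.5), 25.8% (21.8 to 30.1), 19.6% (16.0 to 23.6), 15.2% (12.0 to 18.8) and 13.2% (10.2 to 16.7). Their median PD-1 counts were 12, 21, 27, 13 and 7, their median TIM-3 counts 8, 9, 9, 9 and 8, and their median TIGIT counts 5, 6, 6, 5 and 5. The median total of ADT counts per cell lay between 608 in the first and 811 in the third cluster, and the median of gene UMIs between 2424 in the last and 2887 in the second. The cluster of 89 cells had the highest mean of the 3 checkpoint proteins. A cluster picked anew by this mean held 9.91% with 10 clusters, 36.3% with ADT counts scaled to 10000 per cell and 0.881% with Euclidean distance. It need not hold the same cells. The cluster that the same rule picked in the gate held 61 of 397 cells, 15.4% (12.0 to 19.3).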

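The MPM cluster of 89 CD8+ T-like cells was set apart by CD103, the integrin αE that anchors T cells in epithelium, and its RNA was that of tissue-resident and exhausted T cells. CD103 had a mean CLR 2.08 above the other cells, with medians of 174 and 7 counts, PD-1 0.377 above (27 and 13 counts) and CD69, an activation and residency marker, 0.207 above (96 and 68 counts). TIM-3 and TIGIT were higher by only 0.0249 and 0.0261. In RNA, ITGAE, the gene of CD103 (ENSG00000083457, chromosome 17, 3714628 to 3801188), had a ratio of 2.38 (1.55 to 3.59), PDCD1 1.87 (1.20 to 2.85) with 128 against 68.7 CPM, LAG3 1.94 (1.47 to 2.55), HAVCR2 4.13 (1.76 to 9.66) with 13 and 13 UMIs, and TIGIT 1.28 (0.799 to 1.99). CXCL13 stood at 3.79 (2.82 to 5.10).
The exhaustion and checkpoint genes had a median log2 ratio of 0.88 (percentile 100), with PHLDA1 at 2.76 (2.23 to 3.42), RBPJ, the DNA-binding partner of Notch, at 2.39 (1.82 to 3.14) and DUSP4, a phosphatase of MAP kinases, at 1.75 (1.44 to 2.13). Tissue residency genes had 0.81 (percentile 100), with CAPG at 1.85 (1.33 to 2.55) and RGS1, a regulator of G protein signaling, at 1.28 (1.15 to 1.43). Cytotoxicity genes had 0.23 (percentile 98.1), in which CCL5 at 1.63 (1.54 to 1.73) and NKG7 at 1.46 (1.32 to 1.62) were higher and GNLY was lower at 0.223 (0.172 to 0.285). Heat shock genes had −0.35 (percentile 0.11), with DNAJB1 at 0.770 (0.665 to 0.888). CD8B had a ratio of 2.21 (1.87 to 2.61), and markers of other lineages were lower: TYROBP, a signaling adaptor of NK and myeloid cells, at 0.267 (0.153 to 0.435), CST3, abundant in myeloid cells, at 0.253 (0.0996 to 0.539) and the B cell receptor gene CD79A at 0.165 (0.0441 to 0.436). Cells with at least 30 CD4 antibody counts made up 8.99% of the cluster and 30.4% of the other cells.
In the gate the same rule picked a cluster without the high CD103, so it cannot be taken for the same cells. A gate cluster of 102 cells was closer in PD-1 (median 26 counts) and in ADT counts (median 820.5), and its RNA was not compared. In the picked cluster most directions were the other way, some within counting error. That of CXCL13 was not, at 2.27 (1.67 to 3.04), and LAG3 was equal at 1.01 (0.691 to 1.43). The picked cluster of the gate, with the highest mean of PD-1, TIM-3 and TIGIT, had more of many proteins on the CLR scale, led by CD28 (0.706), at low counts (PD-1 0.254 with medians of 14 in the cluster and 17 in the others, TIM-3 0.448 with 10 and 9, TIGIT 0.481 with 6 and 5.5). Its total of ADT counts per cell was lower, with medians of 512 and 685.5. CD103 was lower (−0.135, medians 8 and 9) and so was CD69 (−0.208, 26 and 78.5). In that cluster PDCD1 had 0.507 (0.198 to 1.09), HAVCR2 0.671 (0.208 to 1.68) and the exhaustion genes −0.58 (percentile 2.04), while the mitochondrial gene MT-ND4 had 6.26 (5.79 to 6.76) and the macrophage genes APOE 0.0152 (0.000385 to 0.0853) and C1QB 0.0167 (0.000422 to 0.0938). Tissue residency genes had −0.74 (percentile 1.31), with ITGAE at 0.718 (0.317 to 1.43), CAPG at 0.183 (0.0588 to 0.436) and RGS1 at 0.828 (0.706 to 0.967), and cytotoxicity genes −0.40 (percentile 5.93), with CCL5 at 0.769 (0.709 to 0.833) and NKG7 at 0.714 (0.627 to 0.810). PHLDA1 had 0.381 (0.214 to 0.630), RBPJ 0.385 (0.189 to 0.706), DUSP4 0.447 (0.300 to 0.644), CD8B 0.668 (0.519 to 0.848) and DNAJB1 1.11 (0.940 to 1.31). With 10 clusters of the named cells, the cluster that the rule then picked had a PDCD1 ratio of 0.263 and a TIGIT ratio of 0.328.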

Cluster 4 was distinguished by MPM CD8^+^ T cells with high expression for checkpoint inhibitors PD-1, TIM3, and TIGIT which is characteristic of exhausted MPM CD8^+^ T cells (56). 

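Genes of naive and memory T cells, among them KLF2 and IL7R, were lower in the CD103-high MPM cluster than in the other CD8+ T-like cells. The naive, memory and stem-like genes had a median log2 ratio of −0.83 (percentile 0). KLF2, a TF that keeps T cells circulating, had a ratio of 0.430 (0.330 to 0.552) and IL7R 0.776 (0.638 to 0.938), while XCL1, a chemokine on the same list, was higher at 1.71 (1.37 to 2.11). TCF7 itself had 0.480 (0.148 to 1.21), with 5 and 43 UMIs, a range that includes no difference. KLF3, a related factor, had 0.275 (0.108 to 0.587). The other TF genes followed in this tumor were FOS at 0.760 (0.706 to 0.817), STAT6 at 0.774 (0.265 to 1.88) and BCL3 at 0.688 (0.299 to 1.40), and together with TCF7 they had −0.47 (percentile 2.98). The cluster of the gate with the most PD-1, TIM-3 and TIGIT on the CLR scale was not high in CD103 and cannot be taken for the same cells. It had more TCF7, 3.15 (1.49 to 6.36) with 13 and 26 UMIs, more LEF1, a TF that acts with TCF-1, 2.39 (1.19 to 4.52), more IL7R, 1.93 (1.56 to 2.37), more KLF2, 1.86 (1.54 to 2.23), and more FOS, 1.31 (1.22 to 1.41), with 0.85 (percentile 100) for the list, while XCL1 was lower at 0.264 (0.160 to 0.413). KLF3 had 1.58 (0.928 to 2.57), and the TF genes together 0.12 (percentile 89.7). In that cluster 21.3% of the cells had at least 30 CD4 antibody counts against 4.17% of the others, and the median of mitochondrial UMIs was 6.26% against 4.44%. Among the named cells a cluster was picked anew in each setting. Its TCF7 ratio was also above 1 with ADT counts scaled to 10000 per cell (1.36) and with 10 clusters (1.05).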

Similar to MPeM CD8^+^ T cells, among the most significant differences in inferred TF activity associated with this cluster was increased *TCF7* (57,58) (FDR-corrected *P* < 10^–50^, *t*-test) (Figure 4G and H).

Our analysis suggests that cell-surface receptors including those targeted by checkpoint inhibitors in tumor immunotherapy (e.g. PD-1) or T-cell co-stimulatory molecules (e.g. ICOS (inducible T-cell COStimulator (59)) can couple with common and context-dependent downstream TFs within a given cell type but in different tissue contexts (Figure 4C,F,I). For example, SPaRTAN-predicted *HIF1A* activity was correlated with PD-1 (CD-279) protein expression in PBMC, MePM and MPM CD8^+^ T cells (60,61). 

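In MPM, CD8+ T-like cells with much PD-1 protein carried the RNA of exhausted T cells, and those with little PD-1 had more RNA of memory genes and of GNLY, GZMB and KLRD1. Between the top and the bottom part of cells by PD-1 (151 cells each, with 455648 and 443270 UMIs), PDCD1 had a ratio of 7.67 (3.82 to 17.5), HAVCR2 21.4 (3.46 to 883) with 22 and 1 UMIs, LAG3 3.89 (2.68 to 5.77), TIGIT 3.50 (2.11 to 6.07) and the costimulatory receptor gene CD27 4.60 (3.46 to 6.20). CXCL13 had 162 and 0 UMIs, a ratio of 52.5 with a floor of 3 counts over the bottom part and a lower counting limit of 42.2. The exhaustion and checkpoint genes had a median log2 ratio of 1.88 (percentile 100), with DUSP4 at 2.63 (2.11 to 3.31) and PHLDA1 at 1.58 (1.22 to 2.04) higher and BATF lower at 0.591 (0.439 to 0.793). Other high genes were the chemokines CCL3 at 4.20 (2.89 to 6.25) and CCL4L2 at 4.07 (3.57 to 4.64), CRTAM, an activation-induced adhesion receptor, at 5.84 (3.36 to 10.9) and GZMK, granzyme K, at 3.48 (2.99 to 4.05).
Naive and memory genes had −1.17 (percentile 0), with KLF2 at 0.377 (0.306 to 0.462), IL7R at 0.501 (0.414 to 0.605) and GPR183, a migration receptor, at 0.443 (0.306 to 0.634). Within the cytotoxicity list, at 0.69 (percentile 100), NKG7 stood at 2.04 (1.81 to 2.29) and CCL5 at 1.83 (1.72 to 1.95), while GNLY (ENSG00000115523, chromosome 2, 85685175 to 85698852) was lower at 0.164 (0.137 to 0.194), GZMB at 0.326 (0.243 to 0.433) and KLRD1, an NK cell receptor, at 0.308 (0.200 to 0.463). NF-κB response genes had −0.58 (percentile 0), with NFKBIA at 0.673 (0.614 to 0.737) and NFKBIZ at 0.530 (0.387 to 0.719), and immediate early genes −0.21 (percentile 1.67). CD8B was higher in the PD-1-high part at 3.39 (2.70 to 4.31) and TYROBP lower at 0.382 (0.278 to 0.517), and 19.9% of its cells had at least 30 CD4 antibody counts against 30.5% of the bottom part.
Across the 454 cells, PD-1 correlated with CD95 (r = 0.537), LAG-3 (0.526), CD39 (0.526) and ICOS (0.521). LAG-3 and CD39 were near background, with medians of 9 and 7 counts against 8 and 6 in mesothelial or tumor cells. PD-1 also correlated with the log10 total of ADT counts of the cell (0.330), and with that of all other antibodies at 0.263. With ADT counts scaled to 10000 per cell the first was −0.198. This scale divides PD-1 by the same total, so a lower value is built in and the turned sign decides nothing. By the gate PDCD1 had 3.89 (2.06 to 7.98) and HAVCR2 5.14 (2.15 to 14.9). The cytotoxicity genes turned to −0.32 (percentile 0.35) with NKG7 at 0.786 (0.716 to 0.863), CCL3 to 0.701 (0.569 to 0.862) and GPR183 to 1.71 (1.00 to 2.98). BATF no longer differed, at 1.01 (0.689 to 1.499). CCL4L2 stood at 1.13 (1.03 to 1.23), and the macrophage genes C1QC and CST3 were higher with PD-1 at 3.50 (2.42 to 5.18) and 2.76 (2.14 to 3.59). With 2 parts of cells the PDCD1 ratio was 4.05.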

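In MPeM, where each protein cluster of CD8+ T-like cells carried much PD-1, cells with the most PD-1 protein had more RNA of granzyme B, of the checkpoint gene LAG3 and of cell cycle genes. Between the top and the bottom part (92 cells each, with 390310 and 264762 UMIs), PDCD1 had a ratio of 1.62 (1.20 to 2.20), LAG3 1.89 (1.65 to 2.17), BATF 1.61 (1.24 to 2.10) and GZMB 3.02 (2.35 to 3.93), and the chemokine gene CCL4L2 had 4.92 (3.28 to 7.66). HAVCR2 at 0.861 (0.689 to 1.08) and TIGIT at 1.12 (0.878 to 1.44) did not differ beyond counting error, and the exhaustion and checkpoint genes had a median log2 ratio of −0.08 (percentile 8.69). Cell cycle genes had 0.70 (percentile 99.97), with STMN1 at 1.63 (1.01 to 2.71) and the replication factors PCNA at 3.05 (1.23 to 9.04) and MCM7 at 3.05 (1.23 to 9.04). Among the highest genes were RANBP1, a partner of the nuclear transport protein Ran, at 2.77 (1.74 to 4.58) and the histone gene H2AFZ at 2.25 (1.496 to 3.49), and among the lowest PELI1, a ubiquitin ligase, at 0.427 (0.304 to 0.594), ELF1, an ETS family TF, at 0.457 (0.331 to 0.627) and IKZF3, a lymphoid TF, at 0.487 (0.333 to 0.708). Naive and memory genes had −0.82 (percentile 0.13), with the cytokine gene LTB at 0.662 (0.481 to 0.910) and XCL1 at 0.383 (0.178 to 0.789), cytotoxicity genes 0.16 (percentile 77.1), immediate early genes −0.13 (percentile 3.82) and interferon response genes 0.16 (percentile 90.4).
The PD-1-high part was deeper, with medians of 3871.5 against 2795 gene UMIs and 3240.5 against 1779.5 ADT counts, and had less mitochondrial RNA (5.50% against 7.71%). PD-1 correlated with CD95 (r = 0.663), TIGIT (0.585) and TIM-3 (0.403) across the 278 cells. With the log10 total of ADT counts, which includes PD-1, r was 0.617, and with that of all other antibodies 0.510. With ADT counts scaled to 10000 per cell the former was −0.296, where a lower value is built in because PD-1 is divided by the same total.
Among the gated MPeM cells the PD-1-high part (200 cells, as in the bottom part) had the RNA of exhausted T cells and the bottom part that of cytotoxic ones. Ratios were 58.0 (24.6 to 179.8) for HAVCR2, 24.8 (18.1 to 34.7) for LAG3, 72.7 (19.8 to 605) for the inhibitory receptor gene CTLA4, 63.2 (30.4 to 158) for TNFRSF9 and 12.3 (8.22 to 19.3) for TIGIT. PDCD1, with 234 and 1 UMIs, had a ratio of 193 (34.4 to 7671), and CXCL13, with 215 and 1 UMIs, one of 178 (31.6 to 7050.4). GNLY stood at 0.0269 (0.0223 to 0.0322) and ZNF683, the TF Hobit of resident T cells, at 0.00772 (0.000194 to 0.0440). The top part had more ADT counts per cell, 2614.5 against 756, and 12.5% of its cells had at least 30 CD4 antibody counts against 4% of the bottom part. Exhaustion genes had 4.44 (percentile 100), cytotoxicity genes −0.66 (percentile 0.02) and heat shock genes 0.97 (percentile 99.7). Further genes turned direction, with GZMB at 0.374 (0.329 to 0.424), PELI1 at 5.48 (3.55 to 8.80), LTB at 3.07 (2.23 to 4.30), XCL1 at 2.03 (1.21 to 3.50) and IKZF3 at 1.40 (1.04 to 1.89). ELF1 no longer differed beyond counting error, at 1.25 (0.988 to 1.58).

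**Figure D3:**
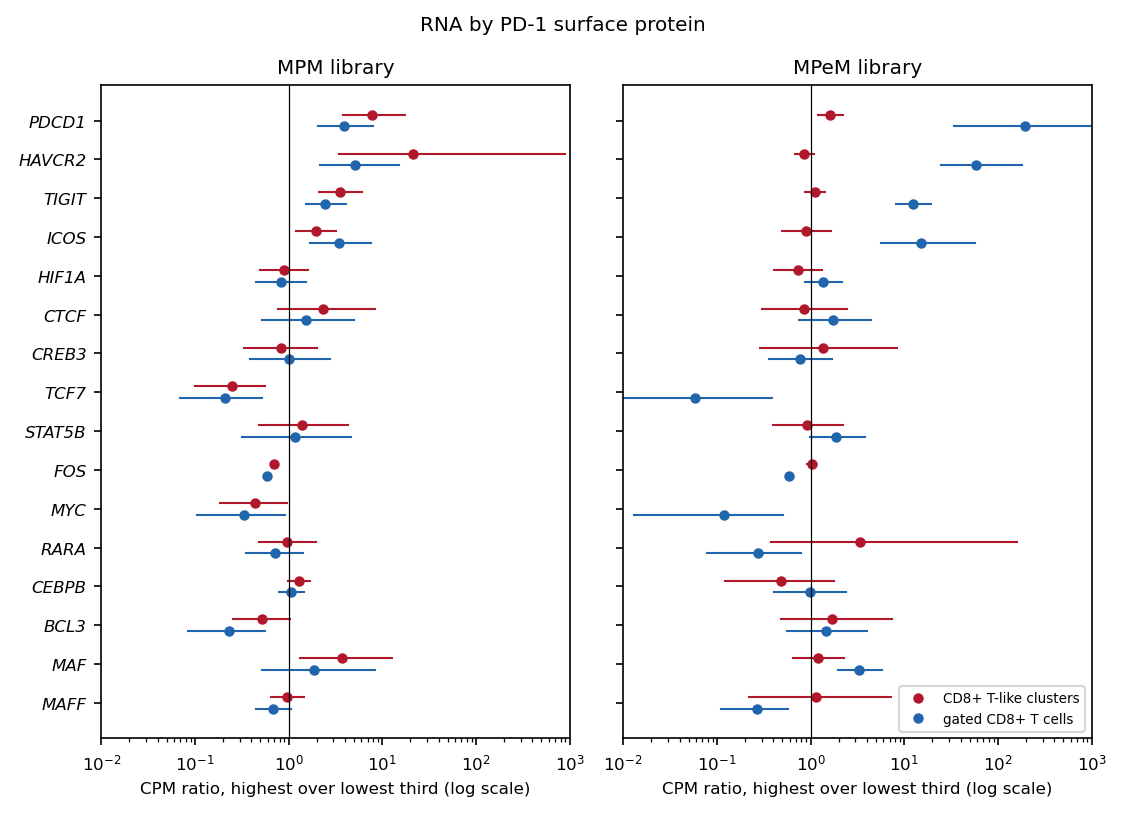
Ratio of CPM (log axis) of checkpoint and TF genes between the top and the bottom part of cells by PD-1 protein, in MPM and MPeM. Red points are CD8+ T-like cells of the named clusters and blue points all cells of the per-cell gate, which the legend calls gated CD8+ T cells. Lines are 95% counting intervals that are clipped at the edges of the axis. Genes with a group at 0 or with at most 3 UMIs in both groups are not drawn. The PDCD1 ratio is 7.67 in MPM and 1.62 in MPeM for the named cells, and 3.89 and 193 for the gated cells.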

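ICOS protein went with the exhaustion genes in MPM and with interferon response genes and some naive and memory genes in MPeM. In the top part of MPM CD8+ T-like cells by ICOS protein, the gene ICOS (ENSG00000163600, chromosome 2, 203936763 to 203961577) had a ratio of 4.77 (2.68 to 9.15) to the bottom part, CXCL13 16.6 (8.21 to 39.2), PDCD1 2.67 (1.52 to 4.94), LAG3 2.41 (1.64 to 3.61) and MAF, a TF of helper and exhausted T cells (ENSG00000178573, chromosome 16, 79585843 to 79600737), 2.93 (1.22 to 8.08). The exhaustion and checkpoint genes had a median log2 ratio of 1.11 (percentile 100) and the immediate early genes −0.38 (percentile 0), with FOS at 0.579 (0.543 to 0.618), and GNLY stood at 0.126 (0.101 to 0.155). TCF7 had 0.764 (0.384 to 1.51), and 39.1% of the ICOS-high part had at least 30 CD4 antibody counts against 17.9% of the bottom part.
In the MPeM CD8+ T-like cells ICOS had 1.84 (1.03 to 3.41), TIGIT 1.43 (1.14 to 1.81), GPR183 5.52 (1.64 to 29.0) and CMC1 2.56 (1.80 to 3.70), while GZMB was lower at 0.414 (0.330 to 0.518) and PDCD1 had 0.791 (0.601 to 1.04). Interferon response genes had 0.49 (percentile 99.96), with OASL at 1.69 (1.01 to 2.92) and IFI6 at 1.59 (1.12 to 2.29), naive and memory genes 0.53 (percentile 99.8), with XCL1 at 3.20 (1.36 to 8.69) and LTB lower at 0.592 (0.429 to 0.813), and exhaustion genes −0.06 (percentile 20.4). Lower lists were the immediate early genes, −0.21 (percentile 0.50), the heat shock and dissociation stress genes, −0.23 (percentile 0.68), and the cytotoxicity genes, −0.19 (percentile 1.79). The ICOS-high part was deeper, with medians of 3005 against 1939 ADT counts, and 21.7% of its cells had at least 30 CD4 antibody counts against 12.0% of the bottom part. The gated MPeM cells differed: ICOS had 33.6 (9.01 to 282), PDCD1 4.63 (3.14 to 7.01), TIGIT 6.10 (4.38 to 8.72) and the exhaustion genes 2.60 (percentile 100), the naive and memory genes turned to −0.12 (percentile 1.48) and LTB to 1.54 (1.18 to 2.03), with 21% of the top and 3.5% of the bottom part at 30 or more CD4 antibody counts. The heat shock and dissociation stress genes turned as well, to 0.79 (percentile 99.8). In MPM the gate gave ICOS 3.71 (1.92 to 7.88) and PDCD1 1.88 (1.07 to 3.46), MAF was equal at 1.06 (0.388 to 3.03), with the macrophage genes C1QC at 4.64 (3.31 to 6.66) and C1QB at 3.11 (2.28 to 4.32) and CD4 antibody shares of 13.6% and 3.79%. The ICOS ratio of the named cells was 2.71 with 2 parts of cells.
From the correlation of inferred TF activities with PD-1 and ICOS protein in CD8+ T cells of blood and of the 2 tumors, the paper proposes that such receptors can be linked to TFs that tissues share and to others that depend on the tissue.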

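HIF1A mRNA did not differ detectably with PD-1 protein in either tumor. HIF1A (ENSG00000100644, chromosome 14, 61695513 to 61748259) encodes the oxygen-regulated TF of the hypoxia response, which is controlled largely by protein stability. Its ratio between the top and the bottom part of CD8+ T-like cells by PD-1 protein was 0.901 (0.501 to 1.61) in MPM, with 25 and 27 UMIs, and 0.733 (0.409 to 1.32) in MPeM, with 27 and 25 UMIs. By ICOS protein it was 0.891 (0.491 to 1.62) in MPM and 0.671 (0.332 to 1.34) in MPeM. Target genes of HIF1A and other hypoxia genes had a median log2 ratio of 0.01 (percentile 26.7) in MPM and 0.25 (percentile 94.0) in MPeM with PD-1, and its members differed in both directions. The glycolysis genes TPI1, at 1.33 (1.11 to 1.596) and 1.59 (1.29 to 1.98), and ALDOA, at 1.51 (1.13 to 2.03) and 1.38 (1.05 to 1.84), were higher in MPM and MPeM. SLC2A3, a glucose transporter, was lower at 0.576 (0.466 to 0.711) and 0.555 (0.347 to 0.882), and DDIT4, an inhibitor of mTOR signaling, was lower in MPM at 0.639 (0.573 to 0.712). The gate gave 0.834 (0.454 to 1.53) for HIF1A in MPM and 1.36 (0.873 to 2.15) in MPeM, with −0.15 (percentile 17.9) for the list in MPM and 0.25 (percentile 48.6) in MPeM. By ICOS protein in MPeM it gave 1.53 (0.975 to 2.45). In MPM the HIF1A ratio was 1.31 with 2 parts of cells and 0.588 with cells thinned to equal UMIs, and in MPeM 0.482 with CLR within each cell.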

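Among CTCF, CREB3, NR2F6, TCF7 and STAT5B, only TCF7 had an mRNA that differed with PD-1 protein beyond counting error, and it was lower in the PD-1-high cells of MPM and of the MPeM gate. In MPM its ratio between the top and the bottom part of CD8+ T-like cells was 0.251 (0.0997 to 0.558), with 8 and 31 UMIs, and the gate gave 0.209 (0.0697 to 0.524). In MPeM TCF7 was almost absent from the CD8+ T-like cells, with 0 and 2 UMIs, and by the gate, with 1 and 14 UMIs, its ratio was 0.0590 (0.00140 to 0.388). CTCF, which insulates chromatin domains (ENSG00000102974, chromosome 16, 67562467 to 67639177), had 2.33 (0.766 to 8.46) in MPM and 0.848 (0.301 to 2.47) in MPeM. CREB3, a membrane-bound TF of the endoplasmic reticulum (ENSG00000107175, chromosome 9, 35732598 to 35736999), had 0.823 (0.334 to 1.99) and 1.36 (0.290 to 8.38), and STAT5B, a TF downstream of interleukin 2 and other cytokines (ENSG00000173757, chromosome 17, 42199176 to 42288633), 1.39 (0.478 to 4.30) and 0.925 (0.397 to 2.23). NR2F6, an orphan nuclear receptor (ENSG00000160113, chromosome 19, 17231883 to 17245919), had 1 UMI in the bottom part of MPM and none in the other groups. Together with HIF1A, the measured ones of these genes had a median log2 ratio of −0.15 (percentile 22.4) in MPM and −0.24 (percentile 40.0) in MPeM. Their UMI counts were small, with 12 and 5 UMIs for CTCF in MPM, so that differences of up to several fold stayed undetectable for CTCF, CREB3 and STAT5B. The MPM ratio of TCF7 was 0.165 with 4 parts of cells. For STAT5B in MPeM the gate gave 1.89 (0.980 to 3.83) and thinning to equal UMIs 1.77, and for CTCF in MPeM the gate gave 1.74 (0.752 to 4.38). The median of the list by the gate was 0.03 (percentile 47.7) in MPM and 0.44 (percentile 61.6) in MPeM.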

Whereas, SPaRTAN-predicted *CTCF*, *CREB3*, *NR2F6*, *TCF7* (58) and *STAT5B* (62) activities were highly correlated with PD-1 protein expression in MPM and MPeM CD8^+^ T cells. There were also novel TFs correlated with PD-1 protein expression in CD8^+^ T cells only in one tissue type, including *FOS*, *MYC*, *RARA*, *CEBPB*, *TBP*, *BCL3*, *SREBF1*, *GATA6*, *KLF5*, *ZHX2*, *TFAP4*, *NR2C2*, *MAF* (63) and *ZNF217* for MPeM; *MAFF*, *THAP11* and *RFXAP* for MPM (Supplementary Figure S18, Table S4).

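Of the TF genes that the paper links to PD-1 in 1 tumor, MAF was higher and MYC and FOS were lower with PD-1 protein in MPM. No ratio of the MPeM CD8+ T-like clusters differed beyond counting error, while several ratios of the gated MPeM cells did. MAF had a ratio of 3.70 (1.34 to 12.7) in MPM, with 19 and 5 UMIs, and 1.21 (0.657 to 2.28) in MPeM. MYC, a TF of growth and ribosome synthesis (ENSG00000136997, chromosome 8, 127735434 to 127742951), had 0.442 (0.187 to 0.973) in MPM and only 1 and 0 UMIs in MPeM. FOS had 0.702 (0.656 to 0.751) in MPM and 1.03 (0.914 to 1.16) in MPeM. For RARA, a retinoic acid receptor (ENSG00000131759, chromosome 17, 40309180 to 40357643), the ratio was 0.973 (0.477 to 1.98) in MPM and 3.39 (0.380 to 160.4) in MPeM, where it had 5 and 1 UMIs. CEBPB, a TF of inflammation (ENSG00000172216, chromosome 20, 50190830 to 50192668), had 1.29 (0.975 to 1.70) and 0.485 (0.121 to 1.77). TBP, the TATA-binding protein, had 0.608 (0.157 to 2.11) and 0.791 (0.228 to 2.85), ZHX2 0.432 (0.0973 to 1.55) and 0.678 (0.222 to 2.07), NR2C2 0.778 (0.154 to 3.62) and 0.848 (0.183 to 4.27), and ZNF217 0.973 (0.382 to 2.47) and 1.55 (0.604 to 4.46). SREBF1, a TF of lipid synthesis, had 0.834 (0.232 to 2.90) in MPM and 3 and 3 UMIs in MPeM, and TFAP4 2 and 3 UMIs in MPM and 2 and 1 UMIs in MPeM. GATA6 had no UMI in either tumor, and KLF5 0 and 5 UMIs in MPM and none in MPeM. The measured TF genes of this MPeM group had a median log2 ratio of −0.39 (percentile 2.07) in MPM and 0.04 (percentile 63.0) in MPeM.
The TF genes linked to PD-1 in MPM did not differ there beyond counting error: MAFF, a small MAF protein (ENSG00000185022, chromosome 22, 38200767 to 38216507), had 0.973 (0.655 to 1.45), THAP11, a zinc finger protein (ENSG00000168286, chromosome 16, 67842320 to 67844195), 1.70 (0.433 to 7.93) and RFXAP, a subunit of the factor that drives MHC class II genes (ENSG00000133111, chromosome 13, 36819222 to 36829104), 2.43 (0.398 to 25.5) with 5 and 2 UMIs. In MPeM they had 1.13 (0.220 to 7.28), 1.70 (0.489 to 7.41) and, for RFXAP, 1 and 3 UMIs. Lists of genes that MYC and SREBF1 act on stayed within the range of random lists. Ribosome biogenesis genes had −0.04 (percentile 13.6) in MPM and −0.05 (percentile 33.2) in MPeM. Sterol and fatty acid genes leaned higher in both, with 0.61 (percentile 97.1) and 0.25 (percentile 93.5), but by the gate they had 0.0015 (percentile 49.0) and 0.28 (percentile 42.3).
The gate gave MAF 3.26 (1.95 to 5.72), FOS 0.585 (0.543 to 0.631), MYC 0.118 (0.0130 to 0.514), RARA 0.275 (0.0783 to 0.797) and MAFF 0.266 (0.110 to 0.579) in MPeM, and MAF 1.88 (0.524 to 8.34) in MPM. In MPeM the list of TF genes stood at −0.22 (percentile 3.63) and the ribosome biogenesis genes at 0.48 (percentile 79.1). With 2 parts of cells the MAF ratio was 1.35 in MPM and 0.867 in MPeM.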

Most of the identified TFs lack prior reports of a link to PD-1, making them potential candidates for follow-up studies. For example, SPaRTAN-predicted *BCL3* activity was correlated with PD-1 protein expression in MePM CD8^+^ T cells. 

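BCL3 mRNA was scarce in MPeM CD8+ T-like cells and did not differ detectably with PD-1 protein. Its ratio between the top and the bottom part by PD-1 was 1.70 (0.489 to 7.41), with 10 and 4 UMIs (25.6 against 15.1 CPM), and by ICOS protein 1.45 (0.369 to 6.76). Among the gated MPeM cells it was 1.45 (0.566 to 3.98), with 14 and 8 UMIs. NF-κB response genes, which BCL3 and its partners act on, had a median log2 ratio of −0.11 (percentile 20.1) with PD-1 in MPeM, where TNFAIP3, an inhibitor of NF-κB signaling, was lower at 0.576 (0.488 to 0.678) and CCL4 higher at 1.76 (1.52 to 2.06). By the gate the list again lay within the range of random lists, at 0.34 (percentile 60.4), while TNFAIP3 turned to 1.27 (1.12 to 1.44) and CCL4 to 0.718 (0.664 to 0.777). The BCL3 ratio turned to 0.892 with 2 parts of cells and to 0.995 without cells over 10% mitochondrial UMIs, all within the counting interval.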

*BCL3* induces survival and proliferation in cancer cells (64). However, its role in CD8^+^ T cells as well as in other immune cells has not been studied. To further explore PD-1 coupling with BCL3 in MPeM CD8^+^ T cells, we performed immunohistochemistry on MPeM specimens. Indeed, we found co-expression of PD-1 and BCL3 in MPeM CD8^+^ T cells at the protein level (Figure 5).

**Figure 5.**
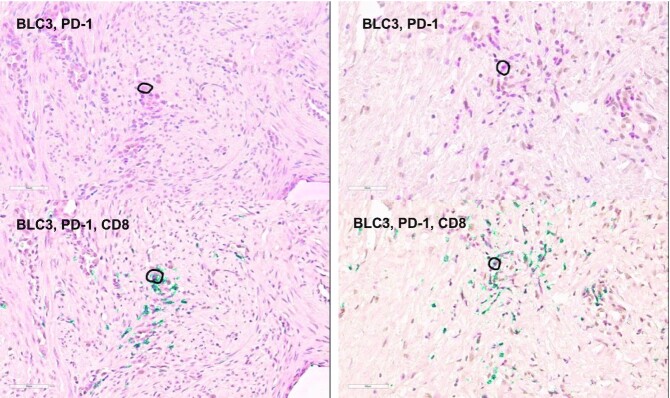
Representative images of immunohistochemistry (IHC) staining of malignant peritoneal mesothelioma tumors using BCL3, PD-1 antibodies (brown and red chromagens, respectively, top) and BCL3, PD-1, CD8 antibodies (brown, red, and green chromagens, respectively, bottom). For illustration doubly (upper panels) or triply (lower panels) stained cells with the indicated antibodies were circled for a cell.

## DISCUSSION

SPaRTAN is a generally applicable method for exploiting parallel single-cell proteomic and transcriptomic data (based on CITE-seq) with *cis*-regulatory information (e.g. TF–target gene priors) to predict the coupling of TF activities with signaling receptors and pathways. Once SPaRTAN is trained using cell-type specific datasets, we utilize the context-specific models to represent individual cells in terms of surface protein expression and TFs’ activities. These representations generate hypotheses focused on signaling regulated TF expression and function that can be testable in the laboratory or in the clinic. Application of SPaRTAN to CITE-seq datasets helps to (i) decipher critical regulators (e.g. TFs, surface receptors) underlying cellular identities (e.g. naïve versus memory T cells); (ii) determine whether given cell types have different or common regulators across tissues (e.g. B cells in spleen versus lung); (iii) determine commonalties as well as differences of cell-specific regulatory programs across healthy individuals and those manifesting a disease.

We used SPaRTAN to delineate surface receptors and TF relationships in various types of immune cells in the blood of healthy individuals. SPaRTAN was also used to analyze CITE-seq datasets generated from malignant peritoneal and pleural mesotheliomas. Malignant mesothelioma is a rare and aggressive cancer, that has not previously been subjected to extensive single-cell profiling and computational analyses. Our combined analyses of immune cells in the blood and the tumor microenvironment suggests that signaling receptors e.g., CD27 and PD-1 can be coupled to common or distinct downstream TFs in different cell types and tissues. For example, SPaRTAN-predicted BCL3 activity was correlated with PD-1 protein expression in MePM CD8^+^ T cells but not in MPM and PBMC CD8^+^ T cells. 

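In MPM, BCL3 mRNA did not differ beyond counting error between CD8+ T-like cells with much and with little PD-1 protein, with an interval that just reaches no difference. In the gated cells it was lower with much PD-1. The ratio between the top and the bottom part was 0.524 (0.253 to 1.04), with 14 and 26 UMIs (30.7 against 58.7 CPM), and the gate gave 0.234 (0.0853 to 0.556) with 7 and 25 UMIs. Thinned to equal UMIs per cell it was 0.154. By ICOS protein the MPM ratio was 0.938 (0.475 to 1.86). The NF-κB response genes were lower as a list in the same comparison, with the chemokine genes CCL3 and CCL4 as exceptions, the latter at 1.68 (1.58 to 1.79). By the gate both were lower, CCL4 at 0.744 (0.706 to 0.783). No difference between the tumors was tested, since each rests on a single library.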

We validated co-expression of PD-1, BCL3 and CD8 in the protein level using independent MPeM patient specimens. Future validation experiments can evaluate the role of PD-1 coupling with BCL3 in MPeM CD8^+^ T cells. BCL3 expression can be evaluated in the setting of PD-1 modulation in cultured MPeM CD8^+^ T cells. Ultimately, in vivo validation of the role of PD-1 and BCL3 in CD8^+^ T cells can be studied using malignant peritoneal mesothelioma mouse models through silencing of PD1 and/or BCL3 and measuring the functional activity of CD8^+^ T cells.

The method we describe has several limitations. First, our analysis uses curated TF target-gene interactions (18) to determine the set of TFs that potentially regulate each gene. Those interactions were curated and collected from different types of evidence such as literature curated resources, ChIP-seq peaks, TF binding site motifs, and interactions inferred directly from gene expression. Therefore, they are noisy, incomplete, and not context-specific. The SPaRTAN framework can be extended using scATAC-seq or bulk ATAC-seq from sorted cells for more accurate representation in both promoter and enhancer regions as performed in our context of patient-specific predictive regulatory models (65)). Furthermore, we do not represent directionality in the TF–gene interaction matrix (i.e. whether a gene is activated or repressed by a TF). Hence, negative values of inferred TF activities can be meaningfully interpreted by prior knowledge of whether the TF is acting as an activator or as a repressor (e.g. for the case of an activator positive inferred TF activity will correspond to upregulation of its target genes and negative values with downregulation of the target genes. On the other hand, for a TF that is functioning as a repressor, an increase in its positive values will correspond with the downregulation of its target genes whereas increased negative values will translate into upregulation of the targets). Our model currently rests on the assumption that a TF either induces or represses its targets, but some TFs may play either role depending on their coordination with co-factors. These limitations may confound the interpretation of activities of TFs with context-specific activator and repressor roles. We have a fixed gene-target gene representation, where the activity of TFs is inferred by correlation with target expression in a linear model; more complex combinatorics of TF binding are not currently modelled. Thus, cooperatively binding TFs (e.g. AP-1−IRF complexes (66)) which can function in signal integration and combinatorial control of gene expression are not modelled. Additionally, individual signalling receptors may modulate the activities of many TFs, some of which are shared with other receptor systems. Such complexity of receptor-TF signal-transduction crosstalk is not explicitly considered.

SPaRTAN analysis is limited to ∼200 surface proteins (for which CITE-seq-validated barcoded antibodies are commercially available from Biolegend). However, the combination of TFs and surface proteins recovers a broad and extensive array of pathways associated with immune cell states in peripheral blood and in the tumor microenvironment. CITE-seq is currently limited to detect surface-protein and gene expression but antibodies directed against intracellular proteins will be added to future iterations of this system (67,68) and can be easily integrated into our approach. Further, we can identify regulators by querying known pathways for upstream and downstream components of the surface protein - TF axis/connection.

Despite these limitations, SPaRTAN will accelerate the analysis of regulatory states of cells that are controlled by the reciprocal interplay of signaling systems and signal-regulated TFs. It can be used to discover new molecular connections in signal regulated gene expression programs as well as to analyze the cross-talk between signaling pathways. There is substantial variation in immune cell states in healthy individuals depending on age, sex, infection and vaccine history, environmental exposures, diet as well as co-morbidities. Our current analysis is a proof-of-concept but is not large or diverse enough to serve as a reference set. However, extension of our approach with larger datasets can serve to generate a valuable human immune system resource.

## DATA AVAILABILITY

The software for SPaRTAN is available from https://github.com/osmanbeyoglulab/SPaRTAN/. Processed data files, inferred TF activities and surface protein and TF activity correlations have been made available the supplementary website for the paper: http://www.pitt.edu/∼xim33/SPaRTAN. The published human PBMC CITE-Seq dataset that supports the finding of this study can be downloaded from the 10× Genomics website (https://support.10xgenomics.com/single-cell-gene-expression/datasets/3.1.0/5k_pbmc_protein_v3; https://support.10xgenomics.com/single-cell-gene-expression/datasets/3.1.0/5k_pbmc_protein_v3_nextgem). The in-house MPeM and MPM CITE-seq data is available in GEO (https://www.ncbi.nlm.nih.gov/geo/, GSE172155).

## Supplementary Material

gkab745_Supplemental_File Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

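Surface proteins and RNA were measured by CITE-seq in 1 library from 1 pleural tumor (MPM) and 1 library from 1 peritoneal tumor (MPeM). The paper describes dissociation of the tumors, staining with TotalSeq-C antibodies, sorting of live CD45+ EpCAM− and live EpCAM+ cells, and libraries made with the 10x 5′ kit at a target of 5000 cells. The deposited matrices hold raw counts of UMIs per gene and of tags per antibody for each cell barcode, which the authors made with Cell Ranger on GRCh38 and did not normalize. The paper names Cell Ranger 3.0, while the headers of the deposited matrices name 4.0.0 for MPM and 3.1.0 for MPeM. The authors' limits on genes per cell were not applied in the deposited files, whose barcodes each hold at least 500 gene UMIs. The blood cell data of the paper are not part of these files and were not analyzed, nor was the staining of tissue sections.

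Barcodes with fewer than 300 or more than 5000 detected genes were removed. UMIs were scaled to 10000 per cell and logged, 2000 variable genes were chosen, and cells were clustered on 50 principal components with a graph of 20 shared neighbors and the Louvain method at resolution 1. Receptor genes of single T or B cell clones, HLA genes, killer cell immunoglobulin-like receptor (KIR) genes and genes whose level depends on sex were left out of clustering and naming. Clusters were named from 20 lists of marker genes when at least 3 markers were detected, meaning at least 50 CPM and 2 times the median over clusters, and were left unnamed when their 10 leading genes held more markers of another cell type than of their own. Clusters led by ciliated or surfactant genes also stayed unnamed, as did those of low depth without a marker among the leading genes. A cluster with more NK than T cell markers and with CD8A and CD8B RNA under 0.5 times the median of T clusters was named NK. These thresholds and the exclusion of KIR genes were set after the data had been seen. ADT counts were transformed by CLR across cells, and the CD8+ T-like cells of each library were clustered on non-lineage proteins by Ward linkage on 1 minus Pearson correlation into 5 clusters. The cluster with the highest mean of z-scored PD-1, TIM-3 and TIGIT is called exhausted-like, a name given by these proteins alone. In another population or setting the same rule can pick other cells.

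The RNA of 2 groups of cells was compared as the ratio of summed UMIs over summed gene UMIs, with the exact conditional Poisson interval at 95%. Where a group had no UMIs the floor was 3 counts over the group, and no ratio is given where both groups were at or under it. Named genes followed a fixed rule. They were the TF and receptor genes the paper names for these cells, the members of 16 gene lists with the most UMIs whose interval leaves out 1, and the 10 highest and 10 lowest genes by PD-1 protein with at least 100 UMIs and an interval that leaves out 1. The same ranking was applied afterwards to the other comparisons, and genes named for the CD8+ T-like clusters were then looked up for the gate as well. Gene lists were matched to random lists in 20 bins of expression, among genes with at least 10 UMIs. The groups, lists, comparisons and 65 alternatives were fixed before the data were examined. A further 16 alternatives were chosen after values had been seen. These concern cells with at least 30 CD4 antibody counts, T clusters left unnamed, the KIR genes, and the gate for correlations. Values for the named clusters, for the gate and without CD4-antibody cells had all been seen when the named clusters were kept as the main population, as first planned.

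The alternatives changed the gene limits, mitochondrial limit (10%), resolution, principal components, variable genes, doublet calling (30 neighbors), population, number of protein clusters, protein scale, distance, depth (cells thinned to the 10th percentile of UMIs) and number of parts. Doublet calling by simulated pairs named 206 MPM and 164 MPeM cells, with none among the MPM CD8+ T-like cells and 3.96% of the MPeM CD8+ T-like cells. A share or a ratio counts as moved when it leaves the counting interval of its main value. This interval is wide for scarce genes, so that large shifts can stay within it. A count is moved when it differs by over 1.5 times, and a correlation when it differs by 0.1 or more. A ratio counts as turned only where its main interval leaves out 1.

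The procedure was tested on simulated counts, with 200 genes changed by known folds. They were drawn for each group from a Poisson distribution around the means of the real genes. As the interval assumes the same distribution, this checks the calculation only. The spread between real cells was not simulated. For MPM by PD-1, 93.2% of the intervals of 850 unchanged genes held the true ratio among 1050 genes, and the right direction was recovered for 100% of genes at 4 times and 96% at 0.5 times. For MPM by ICOS these were 96.7% of 827 unchanged genes among 1027, 100% and 100%. For MPeM by PD-1 they were 95.9% of 706 among 906, 100% and 98%, and for MPeM by ICOS 95.3% of 747 among 947, 100% and 96%. For the 50 genes at 0.5 times, the interval held the true ratio for 94% by PD-1 and 100% by ICOS in MPM. In MPeM it did so for only 90% and 88%.

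Calculations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, igraph 0.11.9 and matplotlib 3.10.9, with the random seed 20210909. No test across tumors was made, as each condition has 1 tumor, and TF activities and the paper's regression model were not recomputed. Some items of these data are not reported here.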

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

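All tests in this part were chosen after the result was seen. The paper's main text analyzes the CD8+ T cells, and the MPM library also holds cells and an antibody signal that this text does not describe. The supplementary figures were not at hand. A cluster of 65 MPM cells was led by genes of motile cilia. CAPS, a calcium-binding protein of ciliated cells, had 4894 CPM there and 3.89 in all other cells, C20orf85 2293 and 0.377, and RSPH1, a part of the ciliary radial spoke, 1273 and 0.660. The epithelial gene EPCAM, on which cells were sorted, had 268 CPM in this cluster and 1.65 elsewhere.

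A cluster of 55 MPM cells was led by genes of surfactant and airway secretory cells, with SFTPC at 38543 CPM against 6.97 in all other cells, SFTPB at 11673 against 30.5 and SCGB3A1 at 62638 against 249. SFTPC was 5529 times higher in the cluster (4928 to 6224). As it is the first of the genes that set the cluster apart, this ratio decides nothing about free RNA from other cells, which stays open. No biological explanation was tested.

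The antibody against CD45RA, an isoform of the CD45 phosphatase, is among the paper's antibodies for blood cells but not among the markers it lists for the tumors, and it was counted in MPM only. Its median was 43 counts in NK-like cells and 4 in CD8+ T-like cells.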

How the results depend on the processing

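Of 543 values under alternative settings, 400 stayed within the limits, 124 moved and 19 turned direction. A part of them was labeled as main: numbers of cells and antibodies, cell shares, and the correlation of PD-1 with total ADT counts. Its gene ratios were PDCD1 and TCF7 for the protein cluster, PDCD1, TCF7 and BCL3 by PD-1 protein, and ICOS by ICOS protein. For this part, the settings planned in advance left 106 within the limits, moved 52 and turned 5, and the added ones, which were chosen after the data were seen, left 27, moved 16 and turned 1. Of the other values, planned settings left 214, moved 37 and turned 11, and added ones left 53, moved 19 and turned 2. These hold the ratios of FOS, HIF1A, MAF and MYC, which open paragraphs above. Medians of gene lists and most other named genes, such as GZMB, were not among the 543 values. The cause of these differences was not tested. No paired analysis was possible because the libraries come from different tumors with 1 library each.

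The share of macrophages in MPM (48.4%) was 37.2% without gene limits, 65.0% without cells over 10% mitochondrial UMIs, 50.4% at resolution 0.5, 57.5% at resolution 2, 51.0% with 20 principal components and 50.3% without called doublets. In MPeM (27.8%) it was 17.8%, 22.8%, 30.7%, 26.2%, 26.4% and 19.2% in the same order, and 25.9% with 4000 variable genes. The CD8+ T-like share of MPM (8.95%) was 12.6% without cells over 10% mitochondrial UMIs, 10.4% at resolution 0.5, 6.19% at resolution 2, 12.5% with 20 principal components, 11.7% with 4000 variable genes, 9.83% without doublets and 7.83% by the gate. Among added settings it was 6.61% without cells of 30 or more CD4 antibody counts and 12.6% with all T clusters of more CD8 than CD4 RNA. The MPeM share (6.15%) was 18.0% without gene limits, 26.7% without cells over 10% mitochondrial UMIs, 27.0% at resolution 0.5, 24.3% at resolution 2, 8.49% with 20 principal components, 12.8% with 4000 variable genes, 13.1% without doublets and 13.3% by the gate. Among added settings it was 5.17% without CD4-antibody cells, 31.2% with all such T clusters and 7.69% with KIR genes among the variable genes.

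The exhausted-like cluster of MPM (19.6% of CD8+ T-like cells) held 9.91% with 10 clusters, 36.3% with ADT counts scaled to 10000 per cell and logged, 0.881% with Euclidean distance, 15.4% by the gate and, as added, 7.54% with all such T clusters. That of MPeM (36.3%) held 24.5% with 6 clusters, 7.19% with 10, 16.5% with CLR within each cell, 66.2% with scaled and logged ADT counts, 2.16% with Euclidean distance, 21.2% with all proteins and 8.18% without cells over 10% mitochondrial UMIs. Among added settings it held 15.8% without CD4-antibody cells, 20.0% with all such T clusters and 25.6% with KIR genes.

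Except with cells weighted equally, the exhausted-like cluster was picked anew in each setting below, so its cells can differ. In the MPM cluster the PDCD1 ratio (1.87) was 0.263 with 10 clusters, 1.14 with scaled and logged ADT counts, 0.507 by the gate and 0.162 with all such T clusters (added). The FOS ratio (0.760) was 1.58, 1.06 and 1.31 under the first 3 of these settings. The TCF7 ratio (0.480) was 1.36 with scaled and logged ADT counts and 3.15 by the gate, and the HAVCR2 ratio (4.13) 0.671 by the gate and 0.972 with all such T clusters (added). In the MPeM cluster the PDCD1 ratio (1.01) was 0.573 with 10 clusters, 0.615 with Euclidean distance, 13.1 by the gate, 0.755 without cells over 10% mitochondrial UMIs and, as added, 7.94 with all such T clusters and 1.69 with KIR genes. The FOS ratio (0.896) was 1.82 with CLR within each cell, 3.13 with Euclidean distance, 1.01 with cells weighted equally, 2.18 without cells over 10% mitochondrial UMIs and 1.41 without CD4-antibody cells (added).

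By PD-1 protein the BCL3 ratio of MPM (0.524) was 0.154 with cells thinned to equal UMIs and 0.234 by the gate. The PDCD1 ratio of MPeM by PD-1 protein (1.62) was 193 by the gate and, as added, 25.3 with all such T clusters and 3.96 with KIR genes, and its ICOS ratio by ICOS protein (1.84) 33.6, 4.50 and 5.41 in the same order.

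The correlation of PD-1 with total ADT counts in MPM (0.330) was −0.000182 with CLR within each cell, −0.198 with scaled and logged ADT counts, 0.163 by Spearman and 0.664 by the gate (added). In MPeM (0.617) it was 0.0640 and −0.296 under the first 2 of these. Both of these scales divide PD-1 by a mean or total of the counts of the cell, which pulls this correlation down by construction. The median correlation of PD-1 with other proteins was −0.0769 in MPM (0.241) and −0.1499 in MPeM (0.164) with CLR within each cell, and −0.135 in MPeM with scaled and logged ADT counts.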

Differences from the paper's values

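The paper lists 46 surface markers, and the deposited matrices hold 52 antibodies for MPM and 48 for MPeM. It states a target of 5000 cells, and the matrices hold 7017 MPM and 4969 MPeM barcodes, of which 5070 and 4524 passed its gene limits. Without cells over 10% mitochondrial UMIs 4006 and 3063 were left, and the latter is lower than the stated target by over 1.5 times.

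The paper describes 1 MPeM cluster of CD8+ T cells as high in PD-1, TIM-3 and TIGIT. By eye it holds about 50% of the cells in the paper's figure. Here the cluster with the most of these proteins held 36.3% of the CD8+ T-like cells, its PD-1 and TIGIT were higher, its TIM-3 was equal, and the RNA of PDCD1, HAVCR2 and TIGIT was equal to that of the other cells. By the gate, which was planned in advance, all 3 proteins and all 3 RNAs were higher in the corresponding cluster.

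The paper describes an MPM cluster as high in the same 3 proteins and in TCF7 activity. Read by eye, its figure shows PD-1 highest in 2 other clusters, and CD127, CD304 and CD206 high in the cluster named in the text. Here the TIM-3 and TIGIT counts of MPM CD8+ T-like cells were at the level of mesothelial or tumor cells. TCF7 mRNA in the exhausted-like cluster was 0.480 times that of the other cells (0.148 to 1.21), an interval that includes 1. In that of the gate it was 3.15 times (1.49 to 6.36), and 21.3% of its cells had at least 30 CD4 antibody counts against 4.17% of the others. The cluster of the gate was not high in CD103 protein, unlike that of the named cells, so these values belong to clusters of different kinds.

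The paper reports TF activities, which are not mRNA levels, and its tests took cells as replicates. It reports HIF1A activity associated with PD-1 in both tumors, and HIF1A mRNA had ratios of 0.901 in MPM and 0.733 in MPeM, both with intervals that include 1. With 2 parts of cells the MPM ratio was 1.31, and by the gate the MPeM ratio was 1.36. It reports TCF7 activity associated with PD-1 in both tumors, and TCF7 mRNA was 0.251 times in the PD-1-high cells of MPM and 0.0590 times in those of the MPeM gate. It reports BCL3 activity associated with PD-1 in MPeM and not in MPM, and also shows the PD-1, BCL3 and CD8 proteins together in stained MPeM sections. The mRNA cannot be set against that staining, which was not analyzed here. BCL3 mRNA had ratios of 1.70 (0.489 to 7.41) in MPeM and 0.524 (0.253 to 1.04) in MPM, both with intervals that include 1. By the gate the MPM ratio was 0.234 (0.0853 to 0.556), which leaves out 1. The MPeM ratio was 0.892 with 2 parts of cells and 0.995 without cells over 10% mitochondrial UMIs.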

Other observations

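Macrophages of MPM formed several states. The largest of these, with 17.7% of the kept cells, was led by RNASE1, LYVE1, FOLR2 and SELENOP, genes of perivascular resident macrophages, and by the immunoglobulin genes IGHG1 and IGLC2, which are genes of plasma cells. Another 14.7% were led by GPR34, CX3CR1 and TREM2, a lipid receptor, and 10.3% were cycling cells with TYMS and MKI67. Smaller groups carried FABP4, MARCO and INHBA, genes of alveolar macrophages (4.77%), or the interferon-induced chemokines CXCL9, CXCL10 and CXCL11 (0.947%). Outside the named macrophages, 8.76% of cells were led by FCN1, S100A8 and S100A12, genes of monocytes and neutrophils, and stayed unnamed because neutrophil markers were the more frequent ones.

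The largest MPeM cluster named macrophage, 9.84% of kept cells, was led by APOE and C1QC and by RNASE1, GPNMB, SELENOP and PLTP, which were also among the leading genes of the largest MPM macrophage cluster. The next, 8.53%, carried inflammatory chemokine genes such as CCL20, CCL3 and CXCL2. A group of 6.94% with ABCA1 and AQP9 had 22.4% mitochondrial UMIs. A cycling cluster of 2.45%, counted with the macrophages, also held T cell RNA, with 271 CPM of CD8A and CD8B together against 54.8 of CD4. Among unnamed clusters, 12.6% of cells were led by IL7R and CD40LG, genes of CD4+ T cells, and by CD8B, with 609.8 CPM of CD8A and CD8B together against 85.1 of CD4. Another 8.00% were led by KRT86, TRDC, XCL1 and XCL2, as in innate-like lymphocytes, and 7.16% by FGFBP2 and GNLY, as in cytotoxic cells.

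The following tests were chosen after the result was seen. PD-1 CLR was higher in cells with more ADT counts, and the depth of each cell might account for it. If so, PD-1 would follow antibodies against proteins of other cells as well. Its median correlation with 8 such antibodies was 0.152 in MPM (0.0449 to 0.248) and 0.109 in MPeM (0.0511 to 0.314), against 0.263 and 0.510 with the total of the other antibodies. The test leaves this open, because the limits for either answer were not reached in both libraries.

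PDCD1 RNA was equal between the MPeM exhausted-like cluster and the other CD8+ T-like cells. A candidate explanation is that the named clusters hold mostly cells rich in PD-1, so that little contrast is left within them. PDCD1 RNA was 11.1 times higher in the named clusters (7.91 to 16.0) than in the 416 gated cells outside them, which had 29.0 CPM. PDCD1 is also among the leading genes of the larger of these clusters, so this ratio was fixed by the clustering and leaves the explanation open. In MPM the same ratio was 2.19 (1.23 to 4.26), with 36.6 CPM in 112 cells.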
